# Proenkephalin deletion in hematopoietic cells induces intestinal barrier failure resulting in clinical feature similarities with irritable bowel syndrome in mice

**DOI:** 10.1038/s42003-023-05542-2

**Published:** 2023-11-16

**Authors:** Xavier Mas-Orea, Lea Rey, Louise Battut, Cyrielle Bories, Camille Petitfils, Anne Abot, Nadine Gheziel, Eve Wemelle, Catherine Blanpied, Jean-Paul Motta, Claude Knauf, Frederick Barreau, Eric Espinosa, Meryem Aloulou, Nicolas Cenac, Matteo Serino, Lionel Mouledous, Nicolas Fazilleau, Gilles Dietrich

**Keywords:** Physiology, Immunology

## Abstract

Opioid-dependent immune-mediated analgesic effects have been broadly reported upon inflammation. In preclinical mouse models of intestinal inflammatory diseases, the local release of enkephalins (endogenous opioids) by colitogenic T lymphocytes alleviate inflammation-induced pain by down-modulating gut-innervating nociceptor activation in periphery. In this study, we wondered whether this immune cell-derived enkephalin-mediated regulation of the nociceptor activity also operates under steady state conditions. Here, we show that chimeric mice engrafted with enkephalin-deficient bone marrow cells exhibit not only visceral hypersensitivity but also an increase in both epithelial paracellular and transcellular permeability, an alteration of the microbial topography resulting in increased bacteria-epithelium interactions and a higher frequency of IgA-producing plasma cells in Peyer’s patches. All these alterations of the intestinal homeostasis are associated with an anxiety-like behavior despite the absence of an overt inflammation as observed in patients with irritable bowel syndrome. Thus, our results show that immune cell-derived enkephalins play a pivotal role in maintaining gut homeostasis and normal behavior in mice. Because a defect in the mucosal opioid system remarkably mimics some major clinical symptoms of the irritable bowel syndrome, its identification might help to stratify subgroups of patients.

## Abstract (web summary)

The study shows, by using hematopoietic chimeric mice, that mucosal immune cell-derived enkephalins play a pivotal role in maintaining gut homeostasis including visceral sensitivity and normal behavior in mice.

## Introduction

Nociceptors classified as peptidergic and non-peptidergic represent a subset of sensory nerves. Upon activation, peptidergic primary afferent neurons mainly release calcitonin-gene-related peptide and substance P while non-peptidergic nociceptors do not. Both of these two nociceptor subsets innervating mouse colorectum express MOR and DOR in normal conditions^1,2^. Their expression levels in enteric nervous system increase upon colitis^3–6^. A number of studies in both humans and rodents showed that opioids locally released by innate and adaptive immune cells within the inflammatory site regulate pain intensity by acting on opioid receptors expressed on nociceptor cell surface^7–12^. In this context, we have previously shown that, because of their ability to produce enkephalins, Th1, Th17, and Th1/17 lymphocytes responsible for the development of colitis paradoxically dampen inflammation-induced abdominal pain in mice^13–15^. This analgesic property of effector T lymphocytes operates in acute and chronic intestinal inflammatory models^15–17^.

In steady state, most of the lymphocytes diffusely scattered throughout the colonic mucosa are effector memory T lymphocytes^18^ generated upon sampling of microbiota-derived antigens^19^. Their ability to be restimulated in response to low doses of antigens and lower co-stimulation signals allow them to rapidly prevent the growth of invading microbes. Although, tissue-resident CD8^+^ T lymphocytes have been extensively studied, effector memory CD4^+^ and CD8^+^ T lymphocytes permanently residing within the mucosa are essential to protect colonic tissue from reoccurring or reinfecting microbes^20^. Considering that enkephalin synthesis is up-regulated upon antigen activation^12,21^, we hypothesized that in addition to their protective immune activity, memory T lymphocytes may also regulate basal visceral sensitivity. In line with this hypothesis, lymphocyte-deficient (severe combined immunodeficiency syndrome) SCID mice exhibit a higher visceral sensitivity than immunocompetent syngeneic BALB/C mice^22^. This hypersensitivity is normalized 12 weeks following adoptive transfer of T lymphocytes originating from BALB/C mice^22^.

In this study, we have examined whether enkephalins produced by immune cells at steady state control spontaneous visceral hypersensitivity as well as intestinal hyperpermeability. Precisely, we show that chimeric mice in which the enkephalin encoding gene *penk* is deleted in hematopoietic cells display not only visceral hypersensitivity but also a number of other alterations that remarkably mimic irritable bowel syndrome (IBS) including increased intestinal barrier permeability and anxiety-like behavior.

## Results

### *Penk*-deficiency in immune cells induces neither colon inflammation nor alteration of the transit despite of a slight increase in mucosal CD4^+^ T lymphocytes

The contribution of immune cell-derived enkephalins in the endogenous regulation of visceral sensitivity in basal conditions was investigated by using bone marrow chimeric mice (the experimental design is summarized in Supplementary Table 1). Hematopoietic chimeras were generated by reconstituting lethally irradiated C57BL/6 wild-type mice with bone marrow cells originating from either congenic adult proenkephalin-knockout (*penk*^−/−^) or littermate wild-type (*penk*^+/+^) mice. More than 90% of bone marrow cells of the chimeras originated from the donors as assessed by quantifying *enk* gene locus DNA in the recipients’ bone marrow cells (Supplementary Fig. 1). The deletion of the gene coding proenkephalin in immune cells did not induce colonic tissue injury as assessed by colon length and wall thickness as well as both macroscopic and histological analyses (Fig. 1a). No significant differences in the intestinal transit was observed between penk^−/−^ and penk^+/+^ chimeric mice (Fig. 1b). In agreement with the absence of any modification in the whole transit time, frequency and consistency of the stools (Fig. 1b), the amplitude of the colonic contractions remained unchanged in penk^−/−^ chimeric mice (Fig. 1c).

**Fig. 1:**
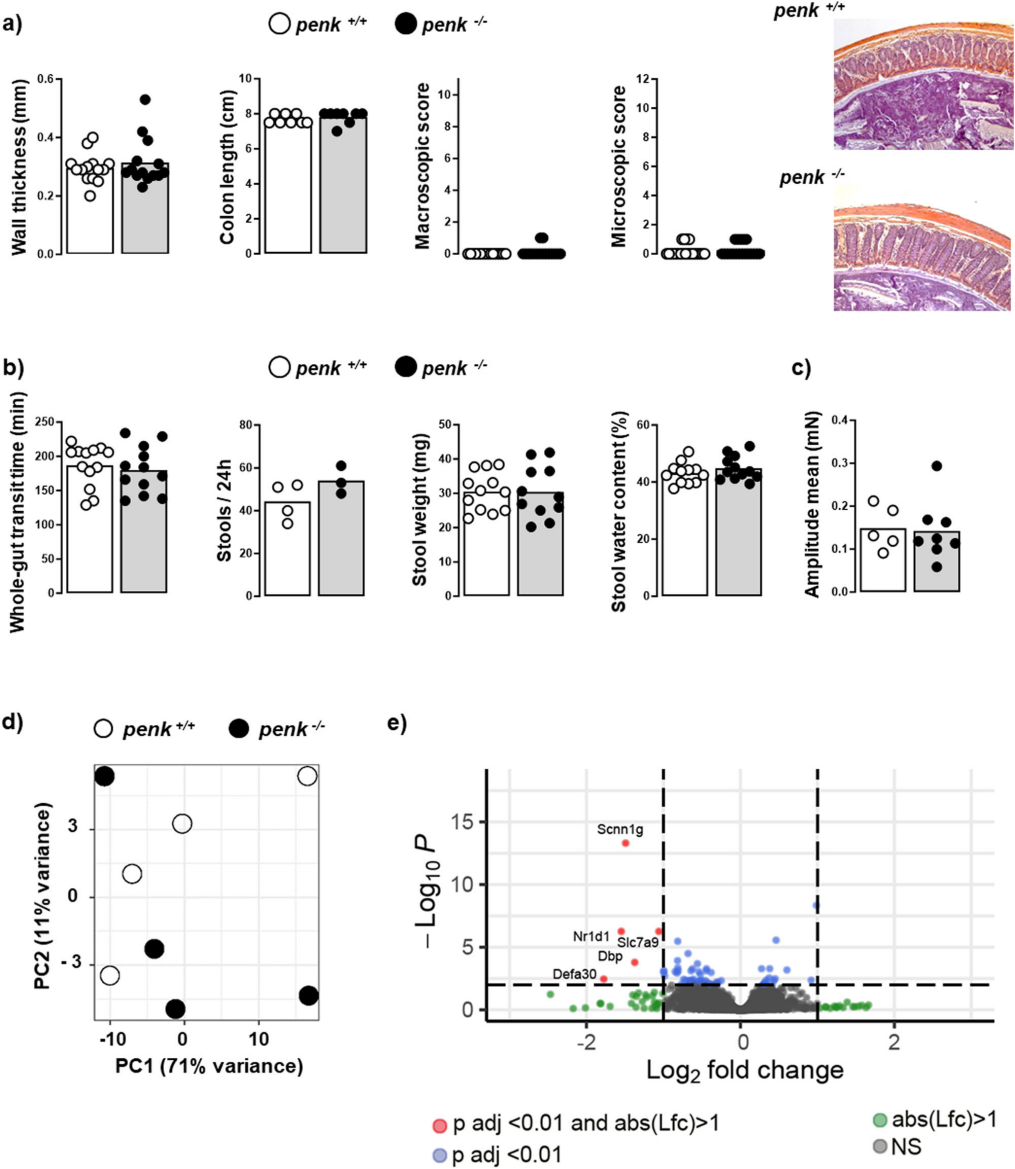
*Penk*-deficient chimeric mice exhibit neither colon inflammation nor gut transit alteration. Lethally irradiated C57BL/6JRj wild-type mice were engrafted with bone marrow cells from either *penk*^+/+^ (white circles and white histogram) or *penk*^−/−^ (black circles and gray histogram) mice. Eighteen weeks after, chimeric mice were examined for inflammation-induced colonic injury (**a**), bowel transit (**b**, **c**) and global gene expression including inflammatory parameters by bulk RNA sequencing (**d**, **e**). **a** Colonic wall thickness (*n* = 14), colonic length (*n* = 8), macroscopic (*n* = 14) and histological tissue damage (*n* = 14). A representative histopathological analysis performed on H&E-stained colon section shows normal epithelial architecture with neither cellular infiltration nor edema in both *penk*^+/+^ and *penk*^−/−^ chimeric mice (**a**, right panels). **b** Bowel habits including gut transit time, frequency and consistency of stools (*n* = 11 to 13). **c** Colon contractions (*n* = 5 *versus* 8). Each symbol represents one mouse. Statistical analysis was performed using Mann-Whitney U test. **d** Principal component analysis (PCA) performed between transcriptional profiles of colonic cells from *penk*^+/+^ and *penk*^−/−^ chimeric mice. PCA plot of DESeq2 rlog-normalized RNA-seq data. The percent of variance explained by each component is reported in parentheses. Samples are shown in the 2D plane, spanned by their first two principal components. Each mouse is plotted as an individual data point (*n* = 4). **e** Volcano plot depicting differential gene expression in colonic cells from *penk*^−/−^ and *penk*^+/+^ chimeras. Genes with | log_2_(fold change)| > 1 and FDR < 0.01 (significantly differentially expressed genes) are in red, genes with | log_2_(fold change)| > 1 but FDR ≥ 0.01 are in green, genes with | log_2_(fold change)| ≤ 1 but FDR < 0.01 are in blue, and the rest are in gray.

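Among the inflammatory parameters that bulk RNA sequencing measured in the colon were the cytokine and chemokine genes that Supplementary Fig. 2 lists for real-time qPCR. Of these 17 genes, 10 had a mean normalized count of at least 10 over the 4 *penk*-/- and 4 *penk*+/+ chimeras, 3 (*Il6*, *Il10* and *Ccl1*) were below it, and 4 (*Ifng*, *Il22*, *Il13* and *Ccl3*) are not analysed here. The mean of the 10 genes, each centred on its own log2 mean, differed by -0.01 between the genotypes (exact permutation test, two-sided, *p* = 0.971). When all the listed genes with a value above 0 were taken, the difference was 0.0644. Of the single genes, 3 were lower and 7 higher in *penk*-/- chimeras. *Il1b* had 59.6 ± 33.2 normalized counts in *penk*-/- and 58.6 ± 31.3 in *penk*+/+ chimeras (SD, *n* = 4 each), a log2 fold change of 0.06. *Tnf* was the gene with the largest change, with 55.8 ± 23.7 normalized counts in *penk*-/- and 132 ± 55.8 in *penk*+/+ chimeras (log2 fold change -1.25, standard error 0.40). It was lower in each *penk*-/- chimera than in every *penk*+/+ chimera (exact permutation test, two-sided, *p* = 0.0286, the smallest possible), and its *p* adjusted over the 10 genes was 0.0807 with limma. *Cxcl1* fell from 61.7 ± 17.4 to 32.8 ± 12.9 normalized counts, and the genotypes overlapped (exact permutation test, two-sided, *p* = 0.0571). After Benjamini-Hochberg adjustment of the *p*-values of limma's moderated test, 0 of the 10 genes were below 0.05, whether the adjustment was made over these 10 genes or over all 19127 genes tested.

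**Figure D1:**
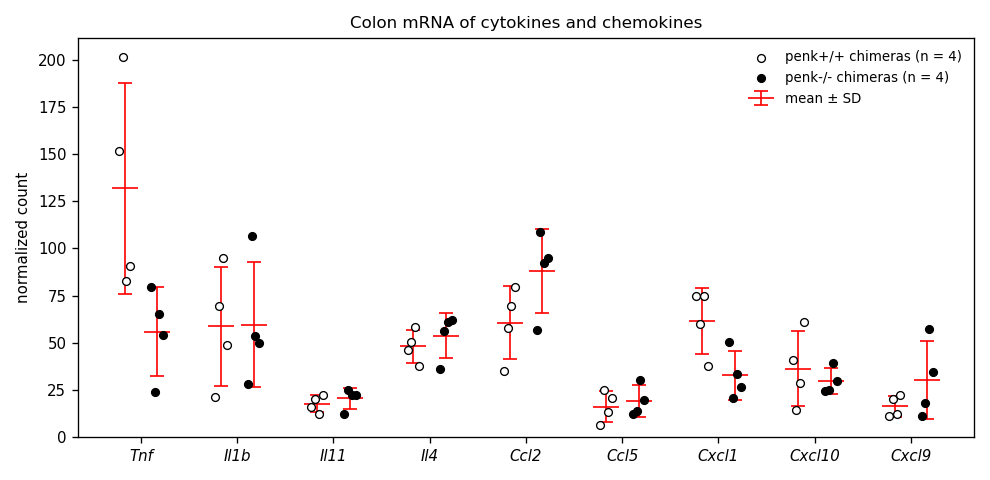
Normalized counts in colonic biopsies of 9 cytokine and chemokine genes; *Tgfb1*, with counts several times higher, is left out of the plot. Each circle is a mouse (white, *penk*+/+ chimeras; black, *penk*-/- chimeras; *n* = 4 each) and the red lines are the mean ± SD; *Tnf* values range from 24.0 to 79.8 in *penk*-/- and from 82.8 to 202 in *penk*+/+ chimeras, while the genotypes overlap for the other genes.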

The transcriptome of colonic cells from *penk*^+/+^ and *penk*^−/−^ chimeric mice was then established by RNA-seq. 

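Colonic biopsies of 8 chimeric mice were sequenced, from 4 *penk*-/- and 4 *penk*+/+ chimeras, with 1 library per mouse and no pooling. The recipients were irradiated wild-type mice, so that the deletion concerned cells derived from the grafted bone marrow and not the epithelium, muscle or enteric neurons of the colon. Libraries were made from poly-A RNA with a stranded, paired-end protocol. The authors aligned and quantified the reads with STAR on the mouse genome GRCm39 and performed the differential analysis with DESeq2. The paper's text does not say which strand setting was used for counting, so that reads of genes that overlap on opposite strands could have been shared. Among the cytokine and chemokine genes above, exons of *Il4* overlap those of *Kif3a*, and exons of *Cxcl10* those of *Art3*, on the opposite strand. Whether their counts include such shared reads was not tested. The deposited values are normalized counts of 26008 genes, which are the authors' read counts divided by a size factor for each library. In every library, 100% of the values were whole multiples of a single step, and the number of reads behind each value could therefore be recovered. The reads counted on genes amounted to 33.1 M to 50.7 M per mouse (median 37.1 M) in *penk*-/- chimeras and to 33.6 M to 48.0 M (median 38.9 M) in *penk*+/+ chimeras. The 10 most abundant genes took between 7.24% and 9.78% of the normalized counts of a library. No pair of libraries was as close as sampling noise alone would leave it (smallest chi-square per degree of freedom 11.2), and each library was counted as 1 replicate.

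Normalized counts were converted to log2(value + 1) and the genotypes were compared with limma's moderated test with a mean-dependent variance trend (two-sided) on the 19127 genes whose mean was at least 10. The *p*-values were adjusted by the Benjamini-Hochberg method. The fold changes given are those of this log2 scale, which understates the change of genes with low counts. The deleted gene was examined first. *Penk* (ENSMUSG00000045573) lies on chromosome 4 of GRCm39, from 4132722 to 4141856 on the minus strand. Its normalized counts in replicates 1 to 4 were 453, 512, 616 and 531 in *penk*-/- chimeras, and 473, 496, 560 and 636 in *penk*+/+ chimeras. The mean was 528 ± 67.5 (SD, *n* = 4) in *penk*-/- and 541 ± 73.2 (SD, *n* = 4) in *penk*+/+ chimeras. The log2 fold change of -0.03 (standard error 0.12, adjusted *p* = 0.957 with limma) was smaller than the spread between mice, and *Penk* mRNA of whole colon biopsies did not tell the genotypes of the donors apart.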

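For the PCA, the 500 genes with the largest variance of log2(value + 1) over the 8 libraries were centred and not scaled. PC1 explained 57.6% and PC2 13.2% of the variance. The PC1 scores of replicates 1 to 4 were -37.9, 2.77, 40.2 and -4.07 in *penk*-/- chimeras, and 6.89, -12.7, -36.7 and 41.5 in *penk*+/+ chimeras. The difference between the mean scores of the genotypes was 0.49 along PC1 (exact permutation test, two-sided, *p* = 1) and -3.67 along PC2 (exact permutation test, two-sided, *p* = 0.714). The standard deviation between mice of a genotype was far larger, with 32.0 in *penk*-/- and 33.0 in *penk*+/+ chimeras along PC1, and 17.3 and 13.3 along PC2. Genotype accounted for 5.20% of the variance of the 500 genes, whereas the mean over all 70 assignments of 4 of the 8 libraries to a group was 14.3% (exact permutation test, *p* = 0.914). The choice of genes moved the share of PC1 most, down to 36.1% when genes that followed *Pbsn* across the libraries were left out, a setting chosen after the values were seen. *Pbsn* codes for probasin, a protein secreted by the prostate, and its normalized counts ranged from 0 in replicate 1 of the *penk*-/- and replicate 3 of the *penk*+/+ chimeras to 105658 and 111024 in replicate 3 of the *penk*-/- and replicate 4 of the *penk*+/+ chimeras. A total of 69 of the 500 genes had a correlation coefficient above 0.8 with *Pbsn*. With such genes left out, the PC1 scores were still 27.9 in *penk*-/- replicate 3 and 29.9 in *penk*+/+ replicate 4. Those of the other libraries lay from -16.5 to -2.14. Leaving these genes out therefore did not stop PC1 from setting apart the libraries with the most *Pbsn*.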

Principal component analysis (PCA) of global colonic gene expression profile showed no separation between the mice with respect to their genotype group (*penk*^+/+^ and *penk*^−/−^) (Fig. 1d), suggesting poor differences in the two group transcriptomes. Accordingly, only five genes out of 26,086 (DEGs: Fold change > 2 and FDR < 0.01) were differentially expressed between the two groups of mice as shown in the volcano plot (Fig. 1e). 

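With |log2(fold change)| > 1 and an adjusted *p* below 0.01, the limma test called 0 of the 19127 genes. It also called 0 genes at an adjusted *p* below 0.05, and the smallest adjusted *p* was 0.132. An unadjusted *p* below 0.05 was obtained for 1842 genes, of which 822 were higher and 1020 lower in *penk*-/- chimeras, against 956 for independent genes by chance. Of the 35 splits of the 8 libraries into groups of 4, 6 gave as many, the real one included. A |log2(fold change)| above 1 was found for 119 genes, 41 higher and 78 lower in *penk*-/- chimeras. Of the alternatives tried, leaving out replicate 1 of the *penk*-/- chimeras moved the count at an adjusted *p* below 0.05 most, to 6 genes, with 0 past both thresholds. On simulated counts with the means and depths of these libraries and with each gene's own dispersion, 75% of genes changed by a log2 of 1 and 99% of genes changed by a log2 of 2 were recovered at an adjusted *p* below 0.05, and 64% and 98% at an adjusted *p* below 0.01. In that simulation 100 genes of each size were changed at once, which makes the adjustment more lenient than for a handful of changed genes. The changed genes were drawn from those with a mean of at least 50, so that recovery was not measured for genes with lower counts.

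The 5 genes labelled in Fig. 1e were lower in each of the 4 *penk*-/- chimeras than in every *penk*+/+ chimera, the strongest separation that 4 mice against 4 allow (exact permutation test, two-sided, *p* = 0.0286 for each gene). Groups that do not overlap were found for 5.63% of the genes tested, against 2.86% by chance. *Scnn1g* (chromosome 7 of GRCm39, 121333545 to 121367755), coding for the gamma subunit of the epithelial sodium channel, had the smallest *p* of all genes. Its normalized count was 127 ± 25.1 (SD, *n* = 4) in *penk*-/- and 358 ± 46.4 (SD, *n* = 4) in *penk*+/+ chimeras. Its log2 fold change was -1.5001 (standard error 0.17, adjusted *p* = 0.132 with limma). The circadian repressor *Nr1d1* (chromosome 11, 98658752 to 98666188) had 1355 ± 553 normalized counts in *penk*-/- and 3958 ± 333 in *penk*+/+ chimeras. The log2 fold change of *Nr1d1* was -1.64 (standard error 0.25, adjusted *p* = 0.296). *Nr1d1* overlaps *Thra* on the opposite strand, and the log2 fold change of *Thra* was -0.11. The amino acid transporter gene *Slc7a9* (chromosome 7, 35147668 to 35165461) fell from 388 ± 67.3 to 186 ± 27.8 normalized counts, with a log2 fold change of -1.05 (standard error 0.15, adjusted *p* = 0.253). The clock output gene *Dbp* (chromosome 7, 45354512 to 45359627) fell from 293 ± 91.3 to 113 ± 32.0, with a log2 fold change of -1.37 (standard error 0.26, adjusted *p* = 0.323). *Dbp* overlaps *Sphk2* on the opposite strand, which was itself lower in *penk*-/- chimeras by a log2 fold change of -0.30. The alpha-defensin gene *Defa30* (chromosome 8, 21609255 to 21625621) fell from 207 ± 78.2 to 60.3 ± 29.1, with a log2 fold change of -1.84 (standard error 0.46, adjusted *p* = 0.339). It belongs to a family of near-identical copies, and its count is uncertain where reads could have been split between them.

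When *p*-values were adjusted over these 5 genes alone, all 5 were below 0.05. These genes are however the paper's own calls on the same libraries. Among the 5 genes with the smallest *p*, *Adamts15*, *Kcne3* and *Nr1d2* are not labelled in Fig. 1e. *Adamts15* was higher in *penk*-/- chimeras, with 4798 ± 462 against 2419 ± 441 normalized counts (log2 fold change 1.00, adjusted *p* = 0.169 with limma). *Kcne3* was also higher (log2 fold change 0.46, adjusted *p* = 0.253 with limma), and *Nr1d2*, a paralog of *Nr1d1*, was lower (log2 fold change -0.82, adjusted *p* = 0.253 with limma). From the absence of separation in the PCA, the paper proposes that the transcriptomes of the colon differ little between the genotypes, and it then adds the few genes past its thresholds.

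**Figure D2:**
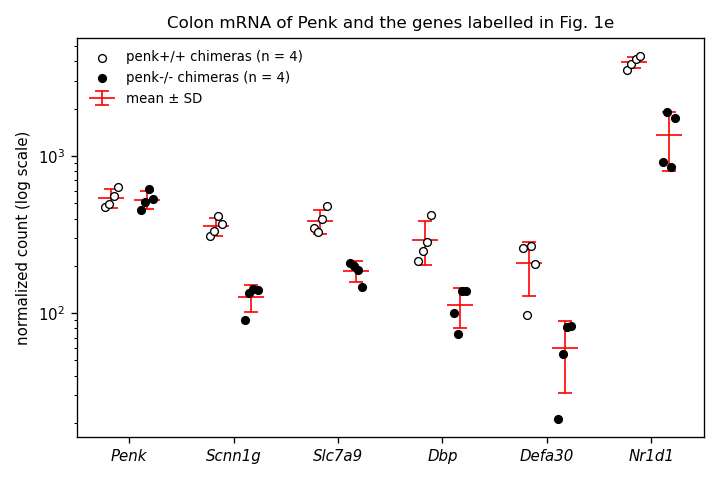
Normalized counts in colonic biopsies, on a log scale, of *Penk* and of the genes labelled in Fig. 1e. Each circle is a mouse (white, *penk*+/+ chimeras; black, *penk*-/- chimeras; *n* = 4 each) and the red lines are the mean ± SD; the values of *Penk* overlap between the genotypes, with 453 to 616 in *penk*-/- and 473 to 636 in *penk*+/+ chimeras, and those of the other genes do not.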

In agreement with the absence of overt inflammation signs in *penk*^−/−^ chimeras, the expression levels of both cytokine (except for TNFα) and chemokine mRNAs as well as the production rates of the main pro-inflammatory and pro-resolutive bioactive lipids were similar to that of *penk*^+/+^ chimeras (Supplementary Figs. 2, 3).

Colonic CD45^+^ hematopoietic cells were analyzed by multicolor flow cytometry. Unsupervised dimensionality-reduction using UMAP (uniform manifold approximation and projection) algorithm on flow cytometry data (Supplementary Fig. 4) shows that *penk*-deficiency resulted in a slight but significant increase in the frequency of CD4^+^ T lymphocytes associated with a reduction of those of some innate immune cell subsets, including macrophages/dendritic cells, type-1 innate lymphoid cells and mast cells (Fig. 2). The slight increased frequency of mucosal CD4^+^ T lymphocytes was not associated with any alteration in the frequencies of conventional and regulatory T lymphocytes (Fig. 3a, b). The activity of the three main subsets of effector CD4^+^ T lymphocytes including IFNγ-producing Th1 lymphocytes, IL-17-producing Th17 lymphocytes and IL13-producing Th2 lymphocytes remained unchanged (Fig. 3c). No modification of the relative content in naive and activated conventional T lymphocytes and Treg was observed between *penk*^*+/+*^ and *penk*^*−/−*^ chimeras in spleen (Fig. 3d) or Peyer’s patches (Supplementary Fig. 5). Similarly, *penk-*deficiency did not impact the frequency of activated CD8^+^ T lymphocytes in the colonic mucosa, the Peyer’s patches and the spleen (Supplementary Fig. 6). In order to identify the most potent enkephalin producers within immune cell populations, CD45^+^CD11b^+^ myeloid cells, CD45^+^TCRβ^-^B220^+^ B lymphocytes, CD45^+^TCRβ^+^CD8^+^ T lymphocytes and CD45^+^TCRβ^+^CD4^+^ T lymphocytes were isolated from spleen by fluorescence-activated cell sorting. The different cell populations, more than 94% pure, were then assessed for their *penk* mRNA content by real-time qPCR. *Penk* mRNA was only detected in CD4^+^ T lymphocytes. The *penk* mRNA synthesis was more than 70% reduced in CD4^+^ T lymphocytes purified from *penk*^−/−^ chimeras (Fig. 3e).

**Fig. 2:**
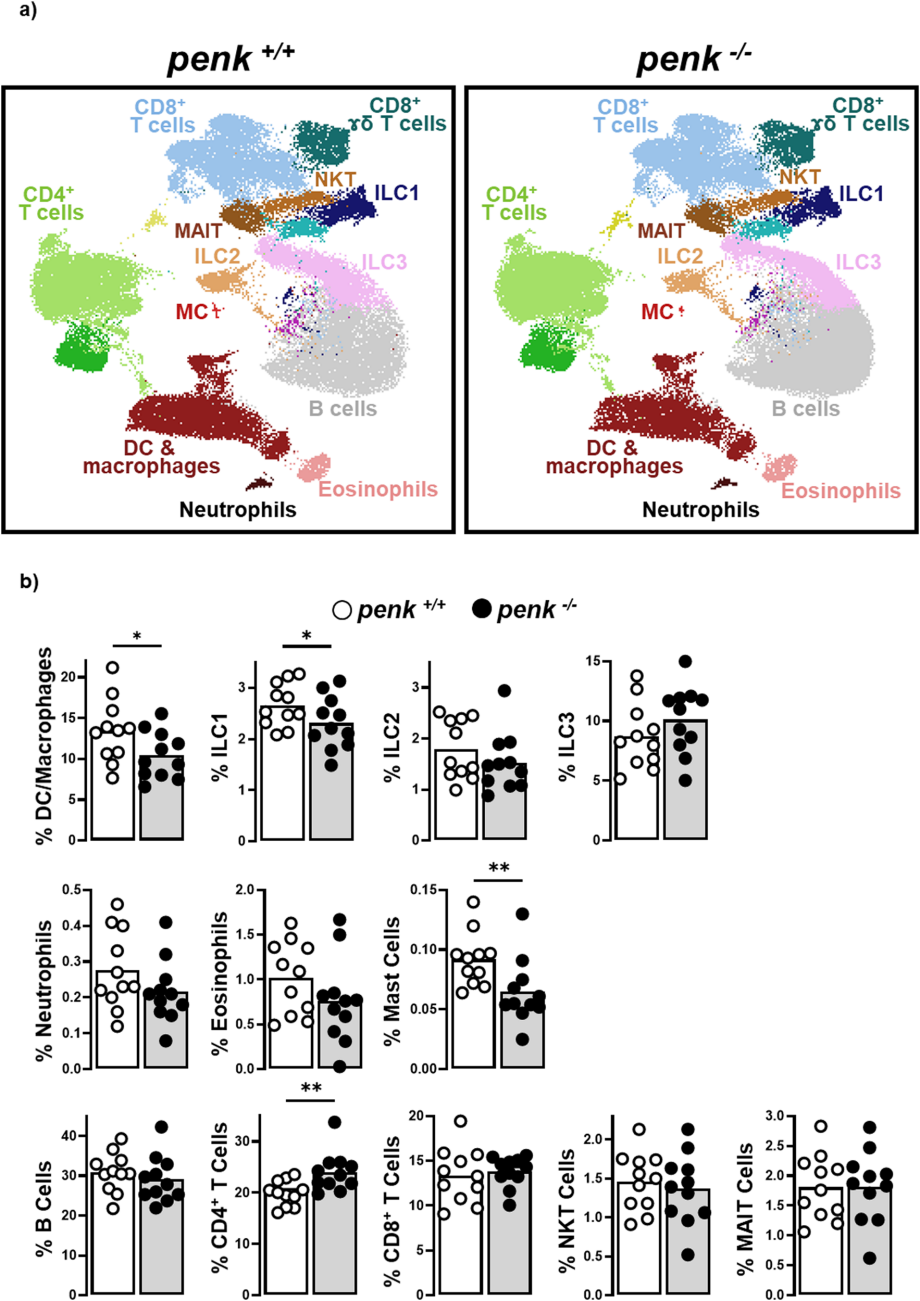
*Penk*-deficient chimeric mice exhibit alteration in the relative frequency of mucosal immune cells. Cytofluorometric analysis of the relative frequency of innate and adaptive immune cells in colon mucosa of *penk*^+/+^ (white circles and white histogram) and *penk*^−/−^ (black circles and gray histogram) chimeric mice (*n* = 11). **a** Deep phenotyping of CD45^+^ cells performed using Phenograph for clustering and UMAP for dimensionality reduction. Phenograph clusters are annotated according to characteristic marker expression (Supplementary Fig. 4). Nearest-neighbors clusters were unsupervised delineated using phenograph plug-in. **b** Frequencies of mucosal immune cell subsets identified by this method. Each symbol represents one mouse. Statistical analysis was performed using Mann-Whitney U test. * *p* < 0.05; ** *p* < 0.01.

**Fig. 3:**
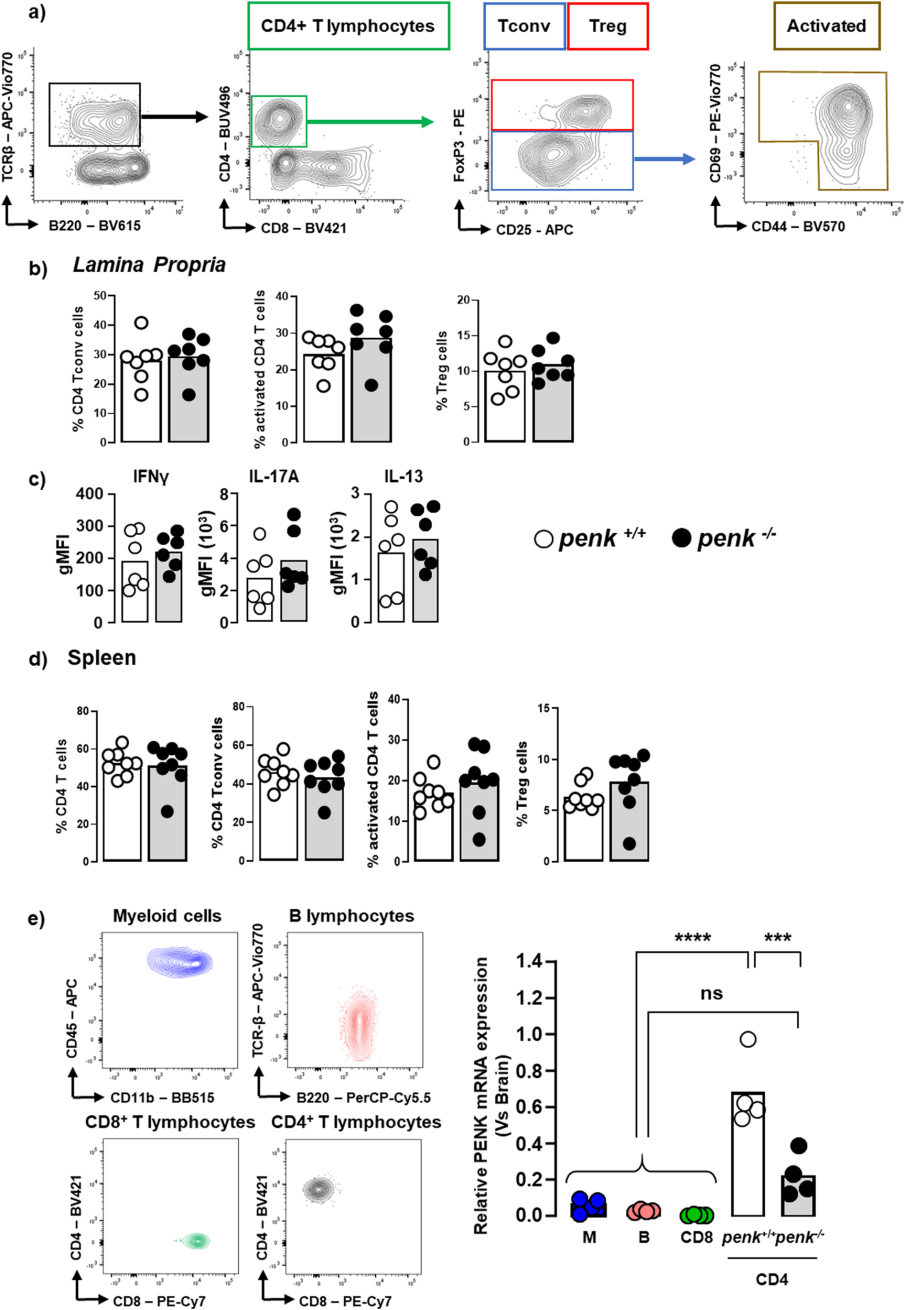
*Penk*-deficient chimeric mice display virtually no functional T cell alteration. The relative frequency of CD4^+^ T lymphocyte subsets in colonic *lamina propria* and spleen from *penk*^+/+^ (white circles and white histogram) and *penk*^−/−^ (black circles and gray histogram) chimeric mice was estimated by cytofluorometry. **a** Gating strategy for flow cytometry data analysis. Living CD45-expressing cells gated on TCRβ chain^+^ CD4^+^ T lymphocytes were immunophenotyped as FoxP3^+^ regulatory T cells and FoxP3^-^ conventional T lymphocytes. Activated conventional CD4^+^ T lymphocytes were then distinguished based on the expression of CD44 and/or CD69 cell surface markers. **b** Frequency of conventional CD4^+^ T lymphocytes, activated conventional CD4^+^ T lymphocytes and regulatory T cells among living CD45^+^ TCRβ-expressing cells within the *lamina propria* (*n* = 7). **c** IFNγ (Th1), IL-17 (Th17), and IL-13 (Th2) cytokine expression levels expressed as geometric mean of fluorescence intensity (gMFI) in CD4^+^ T lymphocytes from colonic *lamina propria* (*n* = 6). **d** Frequency of CD4^+^ T lymphocytes, conventional CD4^+^ T lymphocytes, activated conventional CD4^+^ T lymphocytes and regulatory T cells among living CD45^+^ TCRβ-expressing cells within the spleen (*n* = 8). Each symbol represents one mouse. Statistical analysis was performed using Mann-Whitney U test. **e** Spleen cells from chimeric *penk*^+/+^ and *penk*^−/−^ mice (*n* = 4) were isolated by cell-sorting as myeloid cells, B lymphocytes and CD4 and CD8 T lymphocytes based on the expression of the cell surface antigens CD45/CD11b, B220, TCRβ chain/CD4 and TCRβ chain/CD8 respectively (left panels). *Penk* mRNA expression was quantified by real-time PCR. mRNA content was normalized to the *HPRT* mRNA and quantified relative to standard mouse brain cDNA (*n* = 4). Each symbol represents one mouse. Statistical analysis was performed using one-way ANOVA followed by Sidak’s multiple comparison test; ***p < 0.001, ****p < 0.0001.

### *Penk*-deficiency in immune cells induces visceral hypersensitivity as well as intestinal hyperpermeability associated to an alteration of the spatial organization and composition of the gut microbiota

The inability of memory CD69^+^ CD4^+^ T lymphocytes, virtually all CD4^+^ T lymphocytes residing within the colon mucosa (Fig. 3a), to produce enkephalins resulted in an increase in the visceral motor response to colorectal distension (Fig. 4a). This hypersensitivity of the nociceptors innervating the gut was associated with an enhancement of the paracellular intestinal permeability in vivo (Fig. 4b). As shown ex vivo, by using biopsies of Peyer’s patches, ileum and colon mounted in Ussing chamber, the increase in permeability observed in *penk*^−/−^ chimeras was not restricted to the colonic area displaying hypersensitivity but was also found in small intestine and, more specifically, in the Peyer’s patches mainly involved in luminal antigens sampling (Fig. 4c). In vivo experiments using high molecular weight dextran indicated that the permeability of the epithelial barrier was also increased for macromolecules (up to 40 kDa) (Fig. 4d). This increased passage of the macromolecules across the epithelium was mostly due to an increased transcellular permeability since epithelial cell apoptosis rates were similar between the two groups of mice (Fig. 4e).

**Fig. 4:**
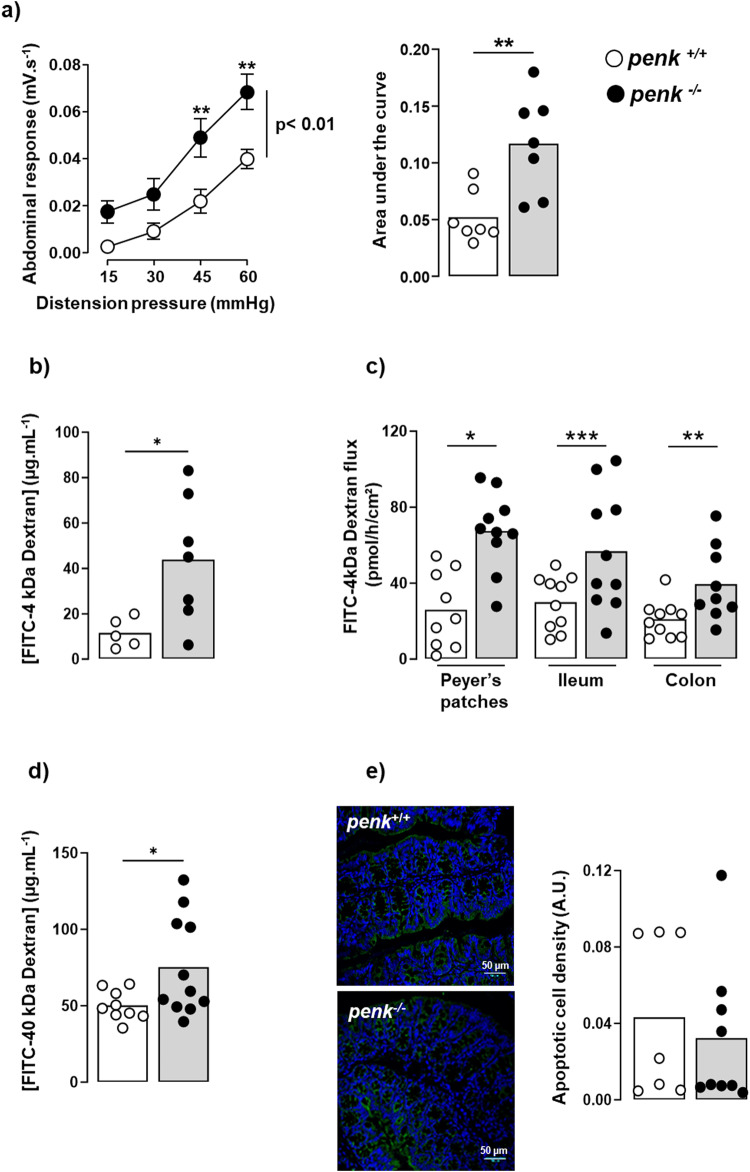
*Penk*-deficient chimeric mice exhibit an increase in both visceral sensitivity and paracellular and transcellular intestinal permeability. *penk*^+/+^ (white circles and white histogram) and *penk*^−/−^ (black circles and gray histogram) chimeric mice were assessed for visceral sensitivity and both paracellular and transcellular intestinal permeability. **a** Visceromotor responses to colorectal distension pressures ranging from 15 to 60 mmHg (*n* = 7). Data are expressed as mean ± SEM. Statistical analysis was performed using repeated-measures two-way ANOVA and Sidak’s multiple comparison test (right panel). Area under the curve (AUC) calculated by plotting individual visceromotor response is shown in the left panel. Each symbol represents one mouse. Statistical analysis was performed using Mann-Whitney U test. ** *p* < 0.01. **b** In vivo measurement of the paracellular permeability expressed as serum 4 kDa FITC-dextran concentration determined 4 h after gavage (*n* = 5 versus 7). **c** Ex vivo measurement of the paracellular permeability of biopsies from Peyer’s patches, ileum and colon mounted in Ussing chamber (*n* = 9 or 10). Intestinal paracellular permeability was expressed as luminal-to-serosal flux of FITC-dextran calculated upon 1-h incubation time. **d** In vivo measurement of the transcellular permeability expressed as serum 40 kDa FITC-dextran concentration determined 4 h after gavage (*n* = 9 *versus* 11). **e** Representative staining of apoptotic epithelial cells by anti-activated caspase 3 antibodies (left panel) and their quantification (right panel) (*n* = 7 *versus* 9). Each symbol represents one mouse. Statistical analysis was performed using Mann-Whitney U test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

The colonic epithelium is covered by a dense mucus layer (‘inner layer’) free of bacteria and, above it, a loosely adherent mucus layer (“outer layer”) housing most of the bacteria living in dense communities. In healthy conditions, local adherent microbial communities reside on the surface of the inner mucus layer. Because, in a number of pathological conditions including low-grade inflammation, the density and/or the morphotypes of bacteria as well as their ability to interact with epithelium or to translocate into *lamina propria* may change^23^, we investigated the spatial organization of the colonic bacterial flora. Colon microbiota analysis showed that *penk*-deficiency in mucosal immune cells altered spatial organization of luminal bacteria, scored as biofilm damage (Fig. 5a). Mucosal *penk*-deficiency was associated with a bacterial invasion of the mucus layer and an increase in the number of epithelium-bacteria contacts (Fig. 5b) although the mucus thickness remained unchanged (Fig. 5c). These alterations did not significantly impact both the general profile of gut microbiota (Fig. 5d) and several diversity indices (Fig. 5e). A specific gut microbial signature could, however, be identified in *penk*^−/−^ chimeric mice, including a higher abundance for species such as *Lactobacillus reuteri* and *Odoribacter splanchnicus*, together with other taxa such as *Bacilli, Bacteroidetes* and *Prevotella* (Fig. 5f).

**Fig. 5:**
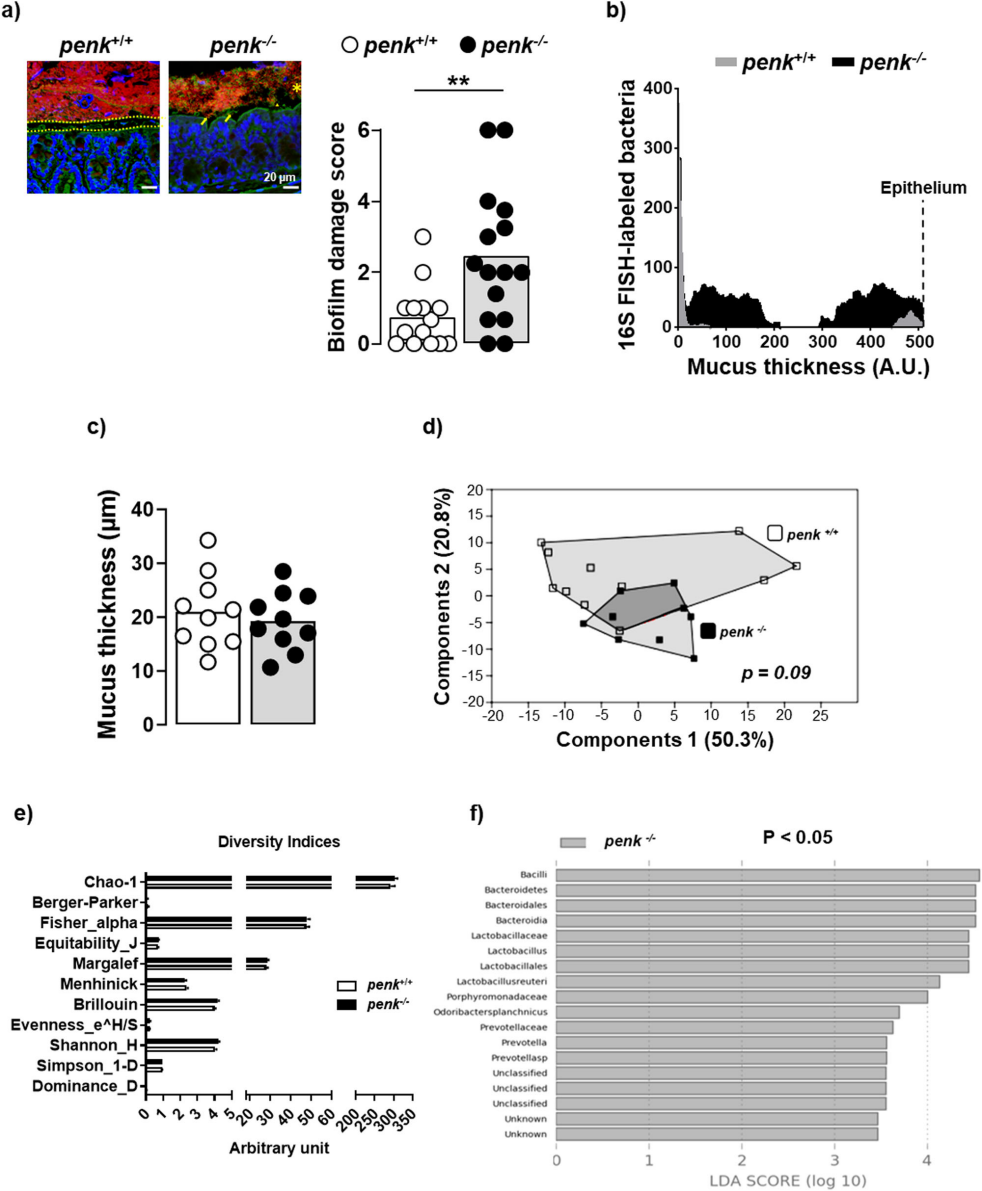
*Penk*-deficient chimeric mice display an altered microbiota spatial organization. *penk*^+/+^ (white circles and white histogram) and *penk*^−/−^ (black circles and gray histogram) chimeric mice were assessed for both spatial organization and profile of microbiota. Carnoy’s fixed distal colon sections were hybridized with universal probe Eub338 to label bacteria (red color) and counterstained with fluorescein-labeled wheat germ agglutinin and 4’,6-diamidino-2-phenylindole DAPI to highlight polysaccharides-rich mucus layer (green color) and host cell nuclei (blue color) respectively. **a** Representative images show a 20 µm sterile mucus layer separating the epithelium from a dense microbiota biofilm in *penk*^+/+^ chimeric mice (left image) and a closer distance of microbiota biofilm to mucosa, mucus layer invasion and visible contacts of bacteria with epithelium in *penk*^−/−^ chimeric mice (right image). Scale bars represent 20 μm. The scoring of microbiota biofilm alterations in each group of mice is depicted in the right panel. Each circle represents for one mouse, the mean of blind acquisition of 3–5 different fields (*n* = 14 *versus* 15). Statistical analysis was performed using Mann-Whitney U test. ** *p* < 0.01. **b** Bacteria penetration into the mucus measured by image processing on Fiji. Pixels corresponding to labeled 16S RNA were enumerated between the edge of the lumen to the edge of the epithelium. The mucus area was manually traced, and an arbitrary distance was assigned to each pixel from the middle of the mucus layer to the edge of the lumen (apical) and to the epithelial cell border (basal). **c** Thickness of the mucus layer from the surface of the epithelial cells to the edge of the luminal biofilm. Each circle represents the mean of blind acquisition of 15 different fields for one mouse (*n* = 10). Statistical analysis was performed using Mann-Whitney U test. **d** Gut microbiota profile estimated using Euclidean distance-based Principal Component Analysis (PCA) (one-way perMANOVA analysis plus Bonferroni correction), (**e**) Diversity indices, (**f**) Linear Discriminant Analysis (LDA) score (Kruskal-Wallis test and threshold on the logarithmic LDA score for discriminative features set at 2) (*n* = 11 *versus* 9).

IgA antibodies produced by plasma cells generated in gut-associated lymphoid tissues through a non-inflammatory antigen sampling process play a pivotal role in protection against microbial invasion. Peyer’s patches mostly in the ileum of the small intestine represent the primary site of IgA-producing plasma cells generated in response to the intestinal bacteria or their products through a T cell-dependent mechanism. Considering T cell-independent IgA responses to commensal bacteria within isolated lymphoid follicles scattered all along the intestine as alternative, we focused on Peyer’s patches. In line with an intestinal transcellular hyperpermeability, the frequency of IgA-producing plasma cells was enhanced in Peyer’s patches from *penk*^−/−^ chimeric mice (Fig. 6a, b). Accordingly, the frequency of activated B lymphocytes remaining within germinal centers was reduced (Fig. 6b). The strengthening of the adaptive B cell response was testified by the slight but significant increased frequency of memory B cells in the spleen (Fig. 6c). The production of IgA was however not enough to significantly increase the relative number of IgA-bound bacteria in the feces (Fig. 6d).

**Fig. 6:**
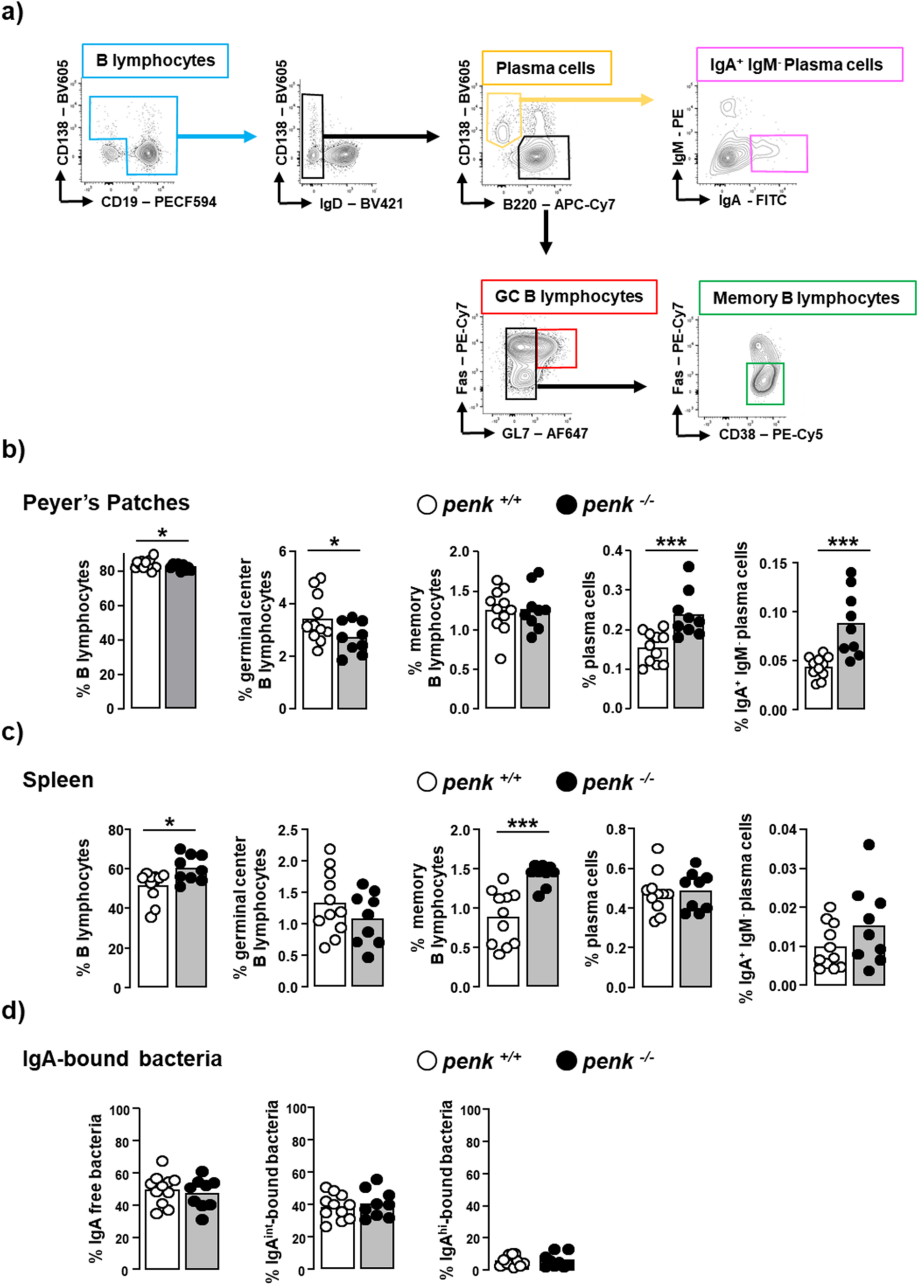
*Penk*-deficient chimeric mice display increased IgA-expressing plasma cells in Peyer’s patches. The relative frequency of B lymphocyte subsets in Peyer’s patches and spleen from *penk*^+/+^ (white circles and white histogram) and *penk*^−/−^ (black circles and gray histogram) chimeric mice (*n* = 11 *versus* 9) was estimated by cytofluorometry. **a** Gating strategy for flow cytometry data analysis. B cells were defined as cells expressing CD138 and/or CD19. IgD^-^ IgA^+^ CD138^+^ B220^-^ plasma cells were distinguished from B220^+^ B cells. Germinal center (GC) B lymphocytes expressing the cell surface antigens Fas and GL7 were then distinguished from CD38^+^ memory B lymphocytes negative for both Fas and GL7. Frequency of B lymphocytes, GC B lymphocytes, memory B lymphocytes, total plasma cells and IgA-expressing plasma cells among living cells within Peyer’s patches (**b**) and spleen (**c**). **d** Frequency of non-coated fecal bacteria (left panel) and low (middle panel) and high (right panel) IgA-coated fecal bacteria. Each circle represents one mouse. Statistical analysis was performed using Mann-Whitney U test; *p < 0.05, ***p < 0.001.

### *Penk*-deficiency in immune cells induces anxiety-like behavior

To examine whether the lack of immune cell-derived enkephalins induced behavioral changes, we used a number of tests recapitulating various phenotypes of anxiety and depression. The anxiety-like behavior of the mice was first assessed using open field (measurement of locomotor and exploratory activity) and elevated plus maze (based on the conflict between exploration of a novel environment and the natural aversion of rodents for heights and open spaces) 1-day apart. After two resting days, mice were assessed for depressive-like behavior using tail suspension test (development of an immobile posture rather an escape-related behavior in response to stress induced by the tail suspension) and then novelty-suppressed feeding after two additional resting days. Open field, elevated plus maze and tail suspension did not reveal any behavioral differences between *penk*^+/+^ and *penk*^−/−^ chimeric mice (Supplementary Fig. 7). The anxiety-like behavior of the mice with *penk*-deficient immune cells was only unveiled in the novelty-suppressed feeding test. This test is based on hyponeophagia phenomenon in which innate fear of mice to a novel environment counterbalances hunger-induced behavior. Animals were deprived for food 24 h prior the behavioral test. The loss of weight resulting from food deprivation was similar between the two groups of mice (Fig. 7a) suggesting that *penk*^−/−^ and *penk*^+/+^ chimeric mice should have a similar motivation to feed during the test. As shown in Fig. 7b, the time up to *penk*^−/−^ chimeras express a feeding behavior in an anxiogenic environment was significantly higher than that of *penk*^+/+^ chimeras highlighting an anxious-like behavior. The absence of any difference in the feeding behavior between the two groups of animals was confirmed by the consumption of food measured at the end of the test in the home cage (Fig. 7c). The anxiety-like behavior of *penk*^−/−^ chimeras was probably revealed in the novelty suppressed feeding test because of the higher anxiogenic properties of this test compared to the open field and elevated plus maze setups.

**Fig. 7:**
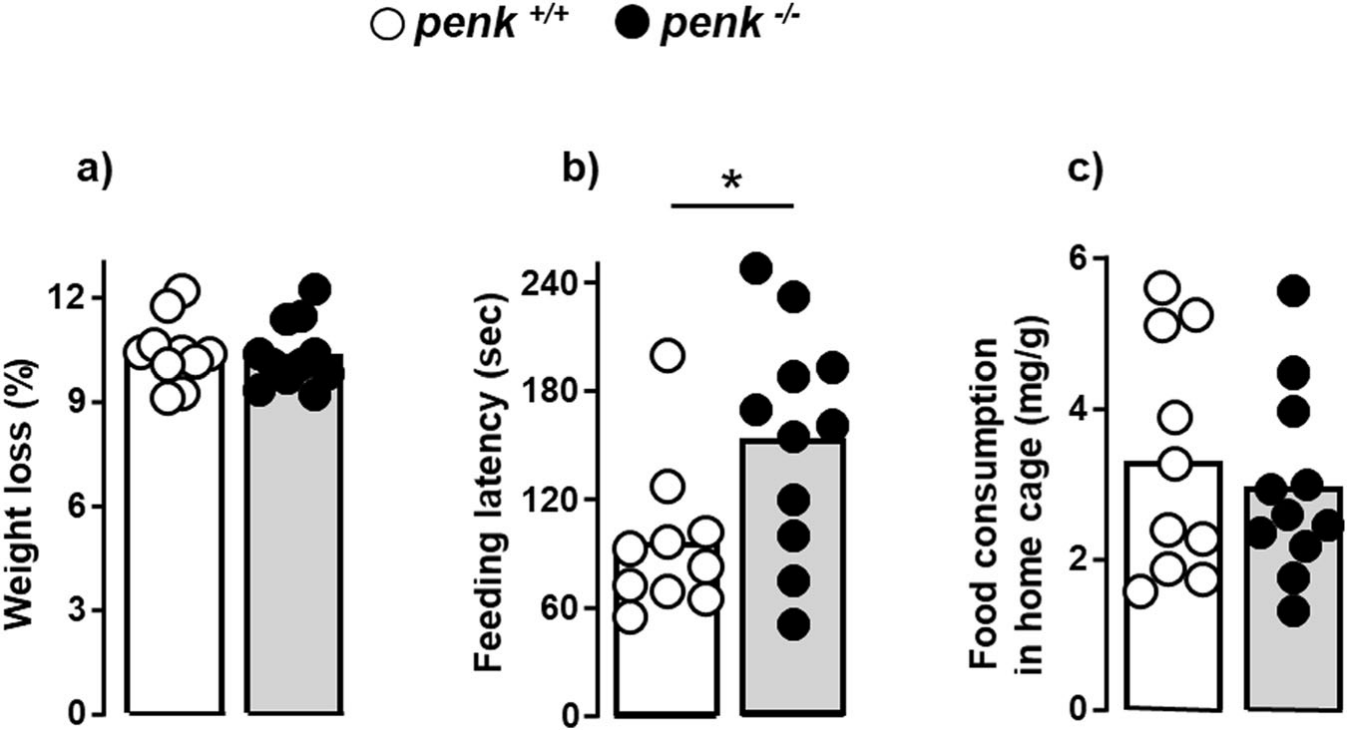
*Penk*-deficient chimeric mice display an anxiety-like behavior. *penk*^+/+^ (white circles and white histogram) and *penk*^−/−^ (black circles and gray histogram) chimeric mice were assessed for anxiety-related behavior by using novelty-suppressed feeding test necessitating mice with similar feeding and hunger behavior (*n* = 10 *versus* 11). **a** Body weight lost induced by 24 h food deprivation prior to testing. **b** Latency time before chewing the pellet of regular food placed in the center of the brightly lit box. **c** Hunger behavior evaluated by the amount of food consumed for 5 min by the animals returned in their home cage immediately after testing. Each circle represents one mouse. Statistical analysis was performed using Mann-Whitney U test. *p < 0.05.

## Discussion

It is now well established that innate immune cells such as neutrophils^11^, monocytes/macrophages^7^ or dendritic cells^21^ as well as adaptive immune cells such as CD4^+^ and CD8^+^ T lymphocytes^24,25^ produce opioids. In infection-mediated inflammatory response, CD4^+^ T lymphocytes, that appear to be the main producers of enkephalins of immune origin, play a pivotal role in the endogenous regulation of inflammatory pain in mice^21,26,27^. Enkephalin-mediated analgesic properties of effector CD4^+^ T lymphocytes has been reported in a number of mouse models of intestinal inflammation including DSS treatment^15,17,28,29^, CD4^+^ CD45RB^high^ T cell transfer^15^ or IL10-deficiency^16^. In these models, colitogenic CD4^+^ T lymphocytes generated in response to intestinal microbiota alleviate abdominal pain through the local release of enkephalins which synthesis is up-regulated upon antigen-priming^21^. Because under normal conditions, colonic mucosa from healthy individuals contain resident memory T lymphocytes generated upon gut microbiota sampling^30^, we hypothesized that the mucosal opioid tone dependent on colonic resident effector T lymphocytes may affect basal visceral sensitivity and, as a consequence, intestinal homeostasis. Indeed, effector CD4^+^ T cells generated within Peyer’s patches, isolated lymphoid follicles, and mesenteric lymph nodes in response to microbiota-derived antigens populate intestinal mucosa to stay for very long time. These so-called tissue-resident memory T lymphocytes, downregulated by the regulatory T lymphocytes, are able to secrete rapidly cytokines upon a new contact with cognate antigen. Because enkephalin release is also dependent on local re-stimulation of effector memory T lymphocytes by antigen^27^, it is most likely that enkephalins are secreted together with cytokines upon physiological microbiota-derived antigen sampling. In agreement, we found that the vast majority of the CD4^+^ and CD8^+^ T lymphocytes within the colon *lamina propria* expressed the activation and/or resident memory marker CD69 and only CD4^+^ T lymphocytes including regulatory T cells, but not CD8^+^ T cells, expressed *penk* mRNA.

When CD4^+^ T cells do not produce enkephalins, *penk*^−/−^ mice display visceral hypersensitivity suggesting that bacterial products from gut lumen and/or physiological inflammation resulting from mucosal immune surveillance constitutively stimulate sensory neurons^31–33^. In normal conditions, this basal neuronal activation would be down-regulated by mucosal CD4^+^ T cell-derived opioid tone. This basal mucosal opioid tone is, however, insufficient when massive bacterial invasion occurs following epithelial barrier injury as in the acute phase of DSS-induced colitis^12,17^. The reduction of the enkephalin tone in basal situations also resulted in an increase in both epithelial paracellular and transcellular permeability together with a spatial redistribution of the luminal bacteria. In chimeras with *penk*^+/+^ hematopoietic cells, microbiota within the intestinal lumen mostly does not interact with host cells. By contrast, in *penk*-deficient chimeric mice, bacteria infiltrate the mucus until the vicinity of the epithelial lining although the mucus thickness was not decreased, as already reported at the onset of the DSS-induced colitis and in IL-10^−/−^ mice with low grade of inflammation^34^. Reduced levels of mRNA coding key proteins (*ECP, S100A7, Ltf, and PIgR*) (Supplementary Fig. 8) in the protection of colonic mucosa to microbial challenges are in line with the presence of bacteria closer to the epithelial cells in *penk*-deficient chimeras. Although the bacterial diversity remained unchanged, some mucin-degrading bacterial members, including *Prevotella spp* and *Odoribacter splanchnicus*^35,36^ were increased. These two latter bacterial species have been reported differentially abundant in IBS patients and healthy controls^37,38^. Bacteria relocalized close to the epithelium, a clinical feature also found in almost two-thirds of IBS patients^39^, might then locally trigger immune response via bacterial metabolites, bacterial components, or bacteria themselves. The increased frequency of both mucosal CD4^+^ T lymphocytes and IgA-producing plasma cells in the Peyer’s patches testify that an immune response takes place to limit commensal bacteria invasion. Since *penk*^−/−^ hematopoietic chimeras do not develop spontaneously colitis, it could be assumed that, at least in the few weeks following engraftment of *penk*^−/−^ immune cells, the local immune response to bacteria is sufficient to protect animals from infection^40^. Indeed, intestinal permeability defect does not always result in intestinal inflammation as it could be observed in some healthy first-degree relatives of patients with inflammatory bowel diseases such as parents, children, or siblings^41,42^. Similarly, although some of patients with IBS have an increased permeability, they do not exhibit obvious gut injury^43,44^ as it is described in inflammatory bowel diseases^43,44^. In line with studies reporting an association between intestinal permeability failure, visceral hypersensitivity and psychological disorders^45,46^, *penk*-deficient chimeric mice display anxiety-like behavior, a psychological comorbidity frequently associated with IBS^47^.

Taken together, our results show that mice in which the mucosal opioid tone is dramatically reduced because of the inability of immune cells to produce enkephalins recapitulate a number of symptoms for IBS diagnosis including intestinal hyperpermeability, visceral hypersensitivity, anxiety, slight alterations of microbiota composition and subtle immune activation^48^. In line with a potential loss of endogenous regulation of colonic sensory afferents by immune-derived opioids in IBS, β-endorphin expression has been found reduced in colonic biopsies from IBS patients as compared to healthy controls^49,50^. However, contrasting with IBS patients, both the intestinal transit and the colonic contractility remained unchanged in *penk*-deficient mice, maybe because of the absence of T cells within the myenteric plexus in normal conditions^51^. Of note, inflammation status worsening over time may result in bowel dysfunction. Because irradiation induces intestinal epithelium injury^52,53^, it could also be hypothesized that a reduced opioid tone delays mucosal healing^54^. A hypothesis supported by the significant reduction in the mRNA expression levels of a number of genes such as *Snai1*, *Fn1*, *Egf*, *Atg16l*, and *AhR* involved in intestinal epithelium regeneration (Supplementary Fig. 8). Moreover, chronic treatment of normal non-irradiated mice with naloxone methiodide (an antagonist of all the three opioid receptor classes that does not cross the blood-brain barrier) does not alter intestinal permeability (Supplementary Fig. 9). It remains that lacking of endogenous immune cell-derived opioid tone maintains hyperpermeability and, thereby could increase the probability of developing IBS.

IBS is not a life-threatening disease but chronic pain and psychiatric comorbidity are at the origin of a worsening of patient’s quality of life often more severe than that observed in other chronic intestinal diseases such as Crohn’s disease^55^. The absence of knowledge about the etiology as well as the different pathophysiological mechanisms that may operate in the various subtypes of patients^56^ leads to frequent therapeutic failure^57^. In this context, our results, suggesting that a defect in mucosal immune cell-derived opioid signaling could be involved in the pathophysiology of IBS and used to define an IBS subgroup of patients, might unravel original therapeutic opportunities^58–60^.

## Materials and methods

### Generation of hematopoietic *penk*^−/−^ or *penk*^+/+^chimeric mice

Bone marrow cells originating either from 9–11-week-old male preproenkephalin-knockout (*penk*^−/−^) mice (B6.129-Penk-rstm1Pig/J strain, the Jackson Laboratory, Bar Harbor, Maine, USA) or from age-matched male wild-type (*penk*^+/+^) mice were injected into 7-week-old male C57BL/6JRj recipient mice lethally irradiated (1100 rad). The mice were housed in groups of 4 or 5 in ventilated cages with chow and water ad libitum for 18–21 weeks before to be examined. All procedures involving animals were performed in accordance with the Guide for the Care and Use of Laboratory Animals of the European Council and were approved by the Animal Care and Ethics Committee of US006/CREFRE (CEEA-122; application number APAFIS #16385-2018080222083660 v3). We have complied with all relevant ethical regulations for animal use.

Chimerism was assessed by quantifying *enk* gene locus DNA relative to *enk* gene locus plus *neomycin* gene in the recipient’s bone marrow cells. Genomic DNA was extract from bone marrow cells depleted in red blood cells from chimeras using kit Extract-N-Amp™ Tissue PCR Kit (Sigma-Aldrich, St Louis, MO, USA). *Enk* gene locus (*penk*^+/+^) and Neomycin gene (*penk*^−/−^) were quantified by PCR using respectively the following forward and reverse primers 5’- TGC CTT GAA TGG CTT TCT CT- 3’ (oIMR1861) / 5’- GTT GTC TCC CGT TCC CAG TA - 3’ (oIMR1862) and 5’- CTT GGG TGG AGA GGC TAT TC - 3’ (oIMR6916) / 5’- AGG TGA GAT GAC AGG AGA TC - 3’ (oIMR6917) (JAX, Sacramento, CA, USA). PCR amplicons were run in 2% agarose gel, stained with GelRed® Nucleic Acid Gel Stain (biotium, Fremont, CA, USA) for 20 min and then revealed with ChemiDoc XRS^+^ (Bio-Rad, Hercules, CA, USA). The fluorescence intensity of the bands corresponding to the *enk* gene locus (*penk*^+/+^) and to the neomycin gene (*penk*^−/−^) was quantified by using Fiji/ ImageJ software (Supplementary Fig. 1).

### Macroscopic assessment of colon

Macroscopic colonic tissue damage was evaluated using a scale ranging from 0 to 11 as follows: erythema (absent (0), length of the area less than 1 cm (1), more than 1 cm (2)), edema (absent (0), mild (1), severe (2)), strictures (absent (0), one (1), two (2), more than two (3)), ulceration (absent (0), present (1)), mucus (present (0), absent (1)), and adhesion (absent (0), moderate (1), severe (2)). Bowel wall thickness was measured with an electronic calliper in the distal part of the colon, at 0.5 cm above the anus^14^.

### Histological assessment of colon tissue

Colonic biopsies excised at 2 cm from the anus were immediately transferred into 4% paraformaldehyde and embedded in paraffin. Colonic sections (5 µm) were stained with hematoxylin-eosin (H&E) and scored on a scale ranging from 0 to 12. Inflammatory cell infiltration, epithelial/mucosal alteration (including vasculitis, goblet cell depletion and crypt abscesses), mucosal architecture alteration (including ulceration and crypt loss), and submucosal edema were graded from 0 to 3 (absent, mild, moderate and severe)^14^.

### Frequency, weight, and water content of stools

Mouse droppings excreted for 24 h were enumerated, collected and weighted using a chemical balance. Stools were then heat for 48 h at 50 °C to remove water. The stool water content was defined as the ratio of dry weight to wet weight.

### Gut transit time assessment

Mice were gavaged with 0.5% methylcellulose solution containing 6% Carmine (both reagents were from Sigma-Aldrich). Whole gut transit time was defined as the time to recover Carmine red dye in the fecal stream^61^.

### Assessment of colon contractions ex vivo

Colons were quickly dissected and washed in Krebs–Ringer bicarbonate/glucose buffer (pH 7.4) in 95% O_2_ and 5% CO_2_. Colon segments were incubated in 25 mL of oxygenated Krebs-Ringer solution for 30 min at 37 °C and then attached to an isotonic transducer (MLT7006 Isotonic Transducer, Hugo Basile, Comerio, Italy). A 2 g (20 mNewton) load was applied to the lever. Isotonic contractions were recorded using LabChart software (ADInstruments, Inc., Colorado Springs, CO, USA)^62^.

### Bulk RNA-sequencing (RNA-Seq)

Transcriptome profiling was performed on total RNAs (extracted as described below) of colonic biopsies originating from four animals in each group of *penk*^+/+^ and *penk*^−/−^ chimeric mice. The corresponding RNA-seq paired-end libraries were prepared according to Illumina’s protocol with some adjustments, using the TruSeq Stranded mRNA library prep Kit (Illumina, San Diego, USA). Briefly, mRNAs were first selected from 10 µg total RNA using poly-T beads. Then, RNAs were fragmented during 2 min and retrotranscribed to generate double stranded cDNA. Compatible adapters were ligated, allowing the barcoding of the samples with unique dual indices. Twelve cycles of PCR were applied to amplify libraries, and a final purification step allowed to obtain 280–1000 pb fragments. Libraries quality was assessed using the HS NGS kit on the Fragment Analyzer (Agilent Technologies, Santa Clara, USA). Libraries quantification and sequencing were performed at the GeT-PlaGe core facility (INRAe, Toulouse, France). Libraries were quantified by qPCR using the KAPA Library Quantification Kit (Roche, Basel, Switzerland) to obtain an accurate quantification.

The quality control of reads was performed with FastQC and all samples pass classical quality control. Reads were then aligned and quantified with STAR (Version 2.7.8a) on the *Mus musculus* genome GRCm39.107 from EBI databases. Differential analyses of RNA-Seq data at the gene level were performed using the DESeq2 R package (v1.30.0) with the recommended workflow^63^.

### Real-time quantitative PCR analysis

Frozen colon biopsies were crushed in 500 µL TRIzol™ Reagent (Molecular Research Center, Euromedex, Souffelweyersheim, France) in Precellys lysing kit D-tubes (Bertin Technologies, Montigny le Bretonneux, France) placed in a Precellys (6000 rpm, 30 s twice; Bertin Technologies). Total RNA was then isolated by using GenElute™ mammalian total RNA miniprep kit (Sigma-Aldrich) following the manufacturer recommendations and evaluated using a ND-1000 Nanodrop spectrophotometer and gel electrophoresis. Total RNA was reverse-transcribed with Moloney murine leukemia virus reverse transcriptase (Fisher Scientific) using random hexamers (MP Biomedical, Fisher scientific SAS, Illkirch, France) for priming. Transcripts were quantified by real-time PCR on a LightCycler480II (Roche Diagnostics, Meylan, France) using specific forward and reverse primers (Supplementary table 2). The target gene expression was normalized to that of the hypoxanthine-guanine phosphoribosyltransferase. The 2^-ΔΔ*C*T^ method was used to evaluate mRNA expression levels in chimeric *penk*^−/−^ mice relative to the chimeric *penk*^+/+^ control mice^17^.

### Quantification of polyunsaturated fatty acids (PUFA) and their metabolites in colonic biopsies

Polyunsaturated fatty acid (PUFA) metabolites were quantified by mass spectrometry after lipid extraction as previously described^64^. After addition of 200 µL of PBS and 5 µL deuterated Internal Standard mixture (5-HETEd8, LxA4d4, and LtB4d4), colonic biopsies were crushed in lysing MatrixA tubes with a precellys (Bertin Technologies). After two crush cycles (6.5 m s^−1^, 30 s), 10 μL of suspensions were withdrawn for protein quantification and 0.3 mL of cold methanol (MeOH) were added. Samples were centrifuged at 1016 × *g* for 15 min (4 °C) and the resulting supernatants were submitted to solid phase extraction of lipids using HLB plate (OASIS® HLB mg, 96-well plate, Waters, Saint-Quentin-en-Yvelines, France). Briefly, plates were conditioned with 500 µL MeOH and 500 µL H_2_O/MeOH (90:10, v/v). Samples were loaded at a flow rate of about one drop per 2 s, and, after complete loading, columns were washed with 500 µL H_2_O/MeOH (90:10, v/v). The phase was thereafter dried under aspiration and lipids were eluted with 750 μL MeOH. Solvent was evaporated under N_2_ and samples were resuspended with 140 μL MeOH and transferred into a vial (Macherey-Nagel, Hoerdt, France). Finally, the 140 µL of MeOH were evaporated and our sample resuspended with 10 µL of MeOH for liquid chromatography/mass spectrometry analysis.

6-keto-prostaglandin F1 alpha (6kPGF_1α_), thromboxane B2 (TxB_2_), PGE_2_, PGD_2_, PGF2α, lipoxin A4 (LxA_4_), resolvin D5 (RvD5), protectin Dx (PDx) were quantified on an ultrahigh-performance liquid chromatography system (UHPLC; Agilent LC1290 Infinity) coupled to an Agilent 6460 triple quadrupole MS (Agilent Technologies) equipped with electrospray ionization operating in negative mode. Reverse-phase UHPLC was performed using a ZorBAX SB-C18 column (Agilent Technologies) with a gradient elution. The mobile phases consisted of water, acetonitrile (ACN), and formic acid (FA) [75:25:0.1 (v/v/v)] (solution A) and ACN and FA [100:0.1 (v/v)] (solution B). The linear gradient was as follows: 0% solution B at 0 minute, 85% solution B at 8.5 min, 100% solution B at 9.5 min, 100% solution B at 10.5 min, and 0% solution B at 12 min. The flow rate was 0.35 mL min^−1^. The autosampler was set at 5 °C, and the injection volume was 5 µL. Data were acquired in multiple reaction monitoring (MRM) mode with optimized conditions. Peak detection, integration, and quantitative analysis were performed with MassHunter Quantitative analysis software (Agilent Technologies). Blank samples were evaluated, and their injection showed no interference (no peak detected), during the analysis^65^.

### Isolation of colonic mononuclear cells

Colon was washed, cut into small pieces and resuspended three times with RPMI 10% Fetal Bovine Serum (FBS), 5 mM EDTA at 4 °C for 10 min. After washing, colon pieces were digested twice with 0.02 % collagenase VIII (Sigma-Aldrich) in RPMI, 5% FBS, 15 mM HEPES for 1 h at 37 °C. Supernatant was passed through a 70 µm cell strainer and centrifuged. Mononuclear cells were then isolated upon 30% Percoll gradient.

### Flow cytometry analysis

Cells were suspended in PBS 10% FBS, 2 mM EDTA containing 5 µg mL^−1^ anti-CD16/CD32 (clone 2.4G2; Miltenyi, Bergisch Gladbach, Germany) (blocking buffer) for 30 min at 4 °C. After washing, viability dye eFluor780 (Thermo Fisher scientific) or fixable viability stain (FVS440UV, BD Biosciences, San Diego, CA, USA) was added to the cells for 20 min at 4 °C. Cell surface antigens were then stained with optimal concentrations of fluorochrome-labeled antibodies diluted in PBS 10% FBS, 2 mM EDTA for 30 min at 4 °C (Supplementary table 3). Before transcription factor staining, cells were permeabilized using Foxp3/Transcription Factor Staining Buffer Set (eBioscience, Thermo Fisher scientific). In addition, for intracellular cytokine staining, cells were incubated with 50 ng m L^−1^ phorbol myristate acetate and 500 ng m L^−1^ ionomycin (Sigma-Aldrich) for 4 h. The protein transport inhibitor Brefeldin A (eBioscience) was added to the cells for the last 2 h. After washing, the cells were first incubated with blocking buffer and then with labeled anti-cytokine antibodies. Data were acquired on a Fortessa X20 and Symphony (BD Biosciences) and further analyzed using the FlowJo software (Tree Star, Ashland, OR, USA). Doublet cells and dead cells were excluded based on scatter analysis and viability dye staining respectively.

For UMAP and phenograph analysis, FCS files exported from BD FACSDiva software were imported into FlowJo software and concatenated. The FlowJo plugin UMAP (V3.1) was run on the resulting FCS file using the default settings (Distance function = Euclidean, nearest neighbors: 15 and minimum distance: 0.5) including the following parameters: TCRβ, CD8α, TCRγδ, CD11b, FcεRI, Ly6G, Siglec F (CD170), CD103, ST2, CD117, CD4, NK1.1, MHC-II, CD11c. For cluster identification, the FlowJo plugin phenograph (V2.4) was run on the resulting UMAP using the default settings (nearest neighbors *K* = 30). Expression levels of analyzed markers were used to associate immune cell types to identify clusters according to the literature.

### Colorectal distension and electromyography recording

Three days before colorectal distension, 2 nickel-chrome electrodes (Bioflex insulated wire AS631; Cooner Wire, Chatsworth, CA, USA) were implanted into the abdominal external oblique musculature of anaesthetized mice. Electrodes exteriorized at the back of the neck were connected via a Bio Amp (ADInstruments, Inc.) to an electromyogram acquisition system (PowerLab, ADinstruments). A 9 mm diameter balloon catheter (Fogarty catheter for arterial embolectomy, 4 F; Edwards Lifesciences, Nijmegen, Netherlands) inserted into the colon at 5 mm from the anus was progressively inflated in a stepwise of 15 mmHg. Ten-second distensions were performed at pressures of 15, 30, 45, and 60 mmHg with 5 min’ rest intervals. Electromyography activity of abdominal muscles was recorded and visceromotor responses were calculated using LabChart 8 software (ADinstruments)^66^.

### In vivo intestinal permeability assessment

Mice were gavaged with a fixed concentration of either 4 kDa Fluorescein isothiocyanate (FITC)-labeled dextran (tracer of paracellular permeability) or 40 kDa FITC-dextran (tracer of transcellular permeability) (Sigma-Aldrich). Fluorescence intensity was quantified 4 h later in the serum of the animals with a fluorescence spectrometer (Insight, PerkinElmer, Waltham, Ma, USA).

### Ex vivo intestinal permeability assessment

Biopsies from Peyer’s patches, ileum and colon were mounted in Ussing chamber with an exposed tissue area of 0.196 cm^2^ and maintained in circulating oxygenated Ringer solution at 37°C by a gas flow (95% O_2_/5% CO_2_). Paracellular permeability was assessed by adding 4 kDa FITC-dextran (10^−5 ^M) into the mucosal (apical) side and then measuring the fluorescence intensity in the serosal (basolateral) side 1 h later. Results were expressed as flux of FITC-dextran per area of mucosa (cm^2^) per hour^67^.

### Intestinal epithelial cell apoptosis assessment

Epithelial cell apoptosis was quantified by immunochemical staining of activated caspase 3 in colonic biopsies. 5 µm colonic section were first incubated with PBS containing 3% bovine serum albumin (BSA, Sigma-Aldrich) and 2.5% normal donkey serum for 90 min at room temperature (RT) followed by an additional incubation with rabbit anti-activated caspase 3 polyclonal IgG antibodies (Abcam) for 90 min at RT. After extensive washing with PBS, bound antibodies were revealed by adding AlexaFluor 555-conjugated donkey anti-rabbit IgG (Life Technologies). Nuclei were then stained with DAPI for 20 min (Invitrogen) and the slices were mounted with ProLong Gold mounting medium (Life Technologies, Carlsbad, CA, USA). Images were acquired with Zeiss 710 inverted confocal microscope (x20 NA 0.8). Apoptotic epithelial cells were quantified by measuring the activated caspase 3 density (threshold 34) normalized to the total area of the field and total number of edges (threshold 70, process binary watersheld and analyze particles)^68^.

### Colon microbiota imaging

Distal colon biopsies containing one faeces were fixed in Carnoy’s solution prior to be paraffin-embedded. Slides were hybridized with 1 µM of a universal bacterial 16S fluorescent rRNA probe (Eub338-Cy5, 5’GCTGCCTCCCGTAGGAGT3’- Cyanine 5, Eurofins) to stain bacteria, and counterstained with both 4’,6-diamidino-2-phenylindole (DAPI, Invitrogen) and fluorescein-labeled wheat germ agglutinin (ThermoFisher) to visualize host cell nuclei and sialic acids + N-acetylglucosamine content respectively. Images were acquired with a Zeiss 710 inverted confocal microscope, and FIJI freeware was used for final image mounting (v.1.51). For each animal, biofilm damage was evaluated using a scale ranging from 0 to 15 adapted with slight modifications from Motta et al. 2019 as follows: inner mucus layer invasion (rare (0), few (1), numerous (2), numerous and dense colonies (3)), biofilm distance to epithelia (>20 µm (0), >10 µm (1), numerous contact (2), dense biofilm in contact (3)), biofilm density (high (0), mild (1), scattered (2), mostly planktonic (3)), bacterial translocation into *lamina propria* (none (0), few (1), numerous (2), dense colonies (3)), immune cell migration into the biofilm (none (0), scattered (1), dense (2), dense and extracellular DNA (3))^23^.

Mucus infiltrating-bacteria were estimated by image processing on Fiji by enumerating pixels corresponding to Cyanine 5 labeled 16S RNA between the edge of the lumen to the edge of the epithelium. The mucus area was manually traced, and an arbitrary distance was assigned to each Cyanine 5 pixel from the middle of the mucus layer to the edge of the lumen (Apical) and to the epithelial cell border (Basal). The number of pixels for each distance (strata) was determined^69^.

### Taxonomic analysis of gut microbiota

Total DNA was extracted from freshly-collected snap-frozen feces^70^. The 16 S rRNA gene V3-V4 regions were targeted by the 357wf-785R primers and analyzed by MiSeq at RTLGenomics (Texas, USA). An average of 18069 sequences per sample was generated. PCA was drawn and OTU-based diversity indices calculated with the software PAST4.10. LDA score graph was drawn by using the Huttenhower Galaxy web application via LEfSe^71^.

### Assessment of IgA-coated fecal bacteria

Feces were suspended in PBS, homogenized and centrifuged at 700 *g* for 5 min to remove large particles from bacteria. Non-bound immunoglobulins were then removed by centrifuging supernatant at 12,000 *g* for 5 min. Bacteria pellet was resuspended in PBS 1% BSA. IgA bound to fecal bacteria were stained with both FITC-labeled anti-mouse IgA heavy chain and PE-labeled anti-mouse Kappa light chain for 30 min on ice. Bacteria were then fixed with 4% PFA overnight at 4 °C. After washing, bacteria were resuspended in PBS containing 2.5 mg m L^−1^ DAPI. Analysis was performed on 10,000 events at a flow rate of 1000–2000 events/s to avoid the presence of two particles in the same droplet. Each DAPI staining was considered as bacteria^72^. Data were acquired on a Fortessa X20 and further analyzed using the FlowJo software.

### Open field test

The open field test was performed in a circular Plexiglas box (40 cm diameter) for 10 min. Experiments were performed in a room containing no conspicuous features and illuminated by a white light (30 lux). The arena was surmounted by a video camera connected to a video recorder to measure the number of entries and the time spent in the center of the open field with an automated system (Noldus, Ethovision, The Nederland).

### Elevated plus maze test

Mice were placed in the central platform (10 × 10 cm) of a plus shaped track apparatus with two closed and two open arms (30 × 10 × 20 cm) elevated 50 cm above the floor and illuminated by a white light (25 lux). The number of entries into closed and open arms and the time spent in each arm were manually scored. Each trial lasted 5 min. The maze was cleaned with 70% ethanol between each mouse to remove olfactory cues.

### Novelty suppressed feeding test

Feeding test paradigm elicits competing motivations between hungry up and fear to eat in the center of a brightly lit arena^73^. Briefly, after a food deprivation for 24 h, mice were weighed to control that mice exhibited a similar deprivation-induced weight loss. Mice were then placed into a corner of a box in which a pellet of regular chow was located on a white paper brightly lit in the center. The latency to start eating the food pellet was recorded. Appetite which provides a measure of hunger drive was controlled by measuring food consumption for 5 min after mice were returned to their home cage.

### Tail suspension test

Mice, acoustically and visually isolated, were suspended 50 cm above the floor by adhesive tape placed ~1 cm from the tip of the tail. The time on which mice hung passively and completely motionless and the latency to the first immobility were recorded during a 6-min period.

### Statistics and reproducibility

One tailed Mann-Whitney test was used to calculate statistically significant difference between the two groups of *penk*^+/+^ and *penk*^−/−^ chimeric mice. One-way analysis of variance (ANOVA) followed by Sidak’s multiple comparison test was used to compare the means from multiple groups. Two-way ANOVA followed by Sidak’s multiple comparison test was used to calculate difference significance of the visceral sensitivity between the *penk*^+/+^ and *penk*^−/−^ chimeric mice. *p* values less than 0.05 were considered significant. All the statistical analyses were performed using GraphPad Prism 9.0 software (GraphPad Software, San Diego, CA). The sample sizes and number of replicates are indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

Supplementary Information

Peer Review File

## Data Availability

The data generated in this study are provided in the main text and Supplementary Information. RNA sequencing raw data are available on the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244917. Source data can be obtained on the Figshare repository with the following links: Fig. 1. 10.6084/m9.figshare.24466762.v1; Fig. 2. 10.6084/m9.figshare.24467023.v1; Fig. 3. 10.6084/m9.figshare.24467032.v1; Fig. 4. 10.6084/m9.figshare.24467275.v1; Fig. 5. 10.6084/m9.figshare.24467644.v1; Fig. 6. 10.6084/m9.figshare.24467803.v1; Fig. 7. 10.6084/m9.figshare.24468358.v1. All other data are available from the corresponding author (or other sources, as applicable) on reasonable request.

# Supplementary material for: Proenkephalin deletion in hematopoietic cells induces intestinal barrier failure resulting in clinical feature similarities with irritable bowel syndrome in mice
**Source:** Commun Biol. 2023 Nov 16;6:1168. doi: 10.1038/s42003-023-05542-2
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection FlowJo\_v10

Data analysis GraphPad\_v9, R studio, FlowJo\_v10 - Plugin UMAP v3.1 & phenograph v2.4

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available as supplementary materials. All other data are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

The experimental design was optimized and adjusted to minimize animal use while still achieving both the scientific objectives and statistical analyses. Sample size was at least 5 mice per group.

### Data exclusions

No data were excluded

### Replication

The data have been obtained from 6 sets of experiments. Each set of experiments included at least 5 chimeric mice per group. The overall study required a large number of animals since most of them could not be performed on the same set of experiments. The results were thus obtained and/or compiled from mice originating from different sets of experiments.

### Randomization

Hematopoietic cells were prepared from PENK+/+ and PENK-/- mice. Recipient mice were then blindly assigned.

### Blinding

Collaborators from external laboratories who performed experiments were not informed on the mice. The identification of the chimeras was revealed at the end of each experimentation for statistical analyses. When experiments were realized in our laboratory, mouse assignments were done by an animal caretaker not involved in the study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used

All antibodies are listed in a table

Validation

All the antibodies used in the experiments were QC tested by the manufacturer and titrated by ourselves. Background staining was examined by using isotype matched control Ig.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Species, strain and ages of the animals are reported in the corresponding section of materials and methods

Wild animals

The study did not involved wild animals

Reporting on sex

Findings apply to only male mice.  
We used male only to avoid the confounding effects of sex hormones on experimental outcomes.

Field-collected samples

No field-collected samples were used.

Ethics oversight

Animal Care and Ethics Committee of US006/CREFRE (CEEA-122; application number APAFIS #16385-2018080222083660 v3)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Spleen, Peyer's Patches, and colonic cells were collected, prepared and analysed as described in the materials and methods section

Instrument

BD LSR Fortessa X20 and BD Symphony

Software

Diva software has been used for acquisition, FlowJo for the analyses, and GraphPad-prism for statistical analyses

Cell population abundance

Reported in the corresponding materials and methods section and in the main text when required

Gating strategy

Gating strategies are included in the figures

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Proenkephalin deletion in hematopoietic cells induces intestinal barrier failure resulting in clinical feature similarities with irritable bowel syndrome in mice
**Source:** Commun Biol. 2023 Nov 16;6:1168. doi: 10.1038/s42003-023-05542-2
**Supplement:** Supplementary file 2 — Supplementary Information

# **Proenkephalin deletion in hematopoietic cells induces intestinal barrier failure resulting in clinical feature similarities with irritable bowel syndrome in mice**

Xavier Mas-Orea<sup>1#</sup>, Lea Rey<sup>1#</sup>, Louise Battut<sup>1</sup>, Cyrielle Bories<sup>2</sup>, Camille Petitfils<sup>1</sup>, Anne Abot<sup>1##</sup>, Nadine Gheziel<sup>1,2</sup>, Eve Wemelle<sup>1</sup>, Catherine Blanpied<sup>1</sup>, Jean-Paul Motta<sup>1</sup>, Claude Knauf<sup>1</sup>, Frederick Barreau<sup>1</sup>, Eric Espinosa<sup>1</sup>, Meryem Aloulou<sup>2</sup>, Nicolas Cenac<sup>1</sup>, Matteo Serino<sup>1</sup>, Lionel Mouledous<sup>3</sup>, Nicolas Fazilleau<sup>2</sup>, and Gilles Dietrich<sup>1\*</sup>

# These authors contributed equally

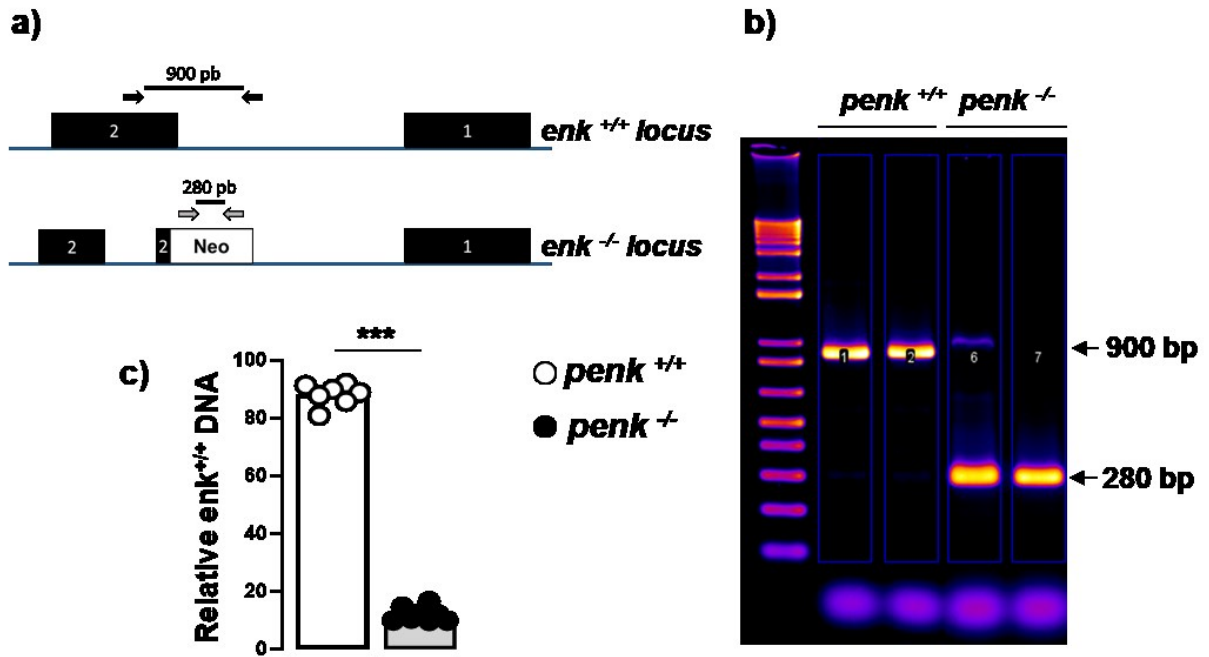

**Supplementary figure 1. Evaluation of the chimerism.** Hematopoietic chimerism was assessed by quantifying donor *enk* DNA in the recipient's bone marrow. Engraftment status was examined by PCR using primers amplifying either *enk* locus (*penk*<sup>+/+</sup>) (900 bp) or neomycin box inserted into exon 2 (*penk*<sup>-/-</sup>) (280 bp) <sup>1</sup> (a). As exemplified in (b) for 2 *penk*<sup>+/+</sup> and 2 *penk*<sup>-/-</sup> chimeras, PCR products stained with GelRed® were quantified by measuring fluorescence intensity (FI) with Fiji/ImageJ software. The chimerism level was calculated as follows: FI *enk* gene amplicon (900 bp) / (FI *enk* gene amplicon (900 bp) + FI Neomycin gene amplicon (280 bp)). The *enk* gene locus represented less than 8 % in bone marrow cells from *penk*<sup>-/-</sup> engrafted recipients (n = 7) (c).

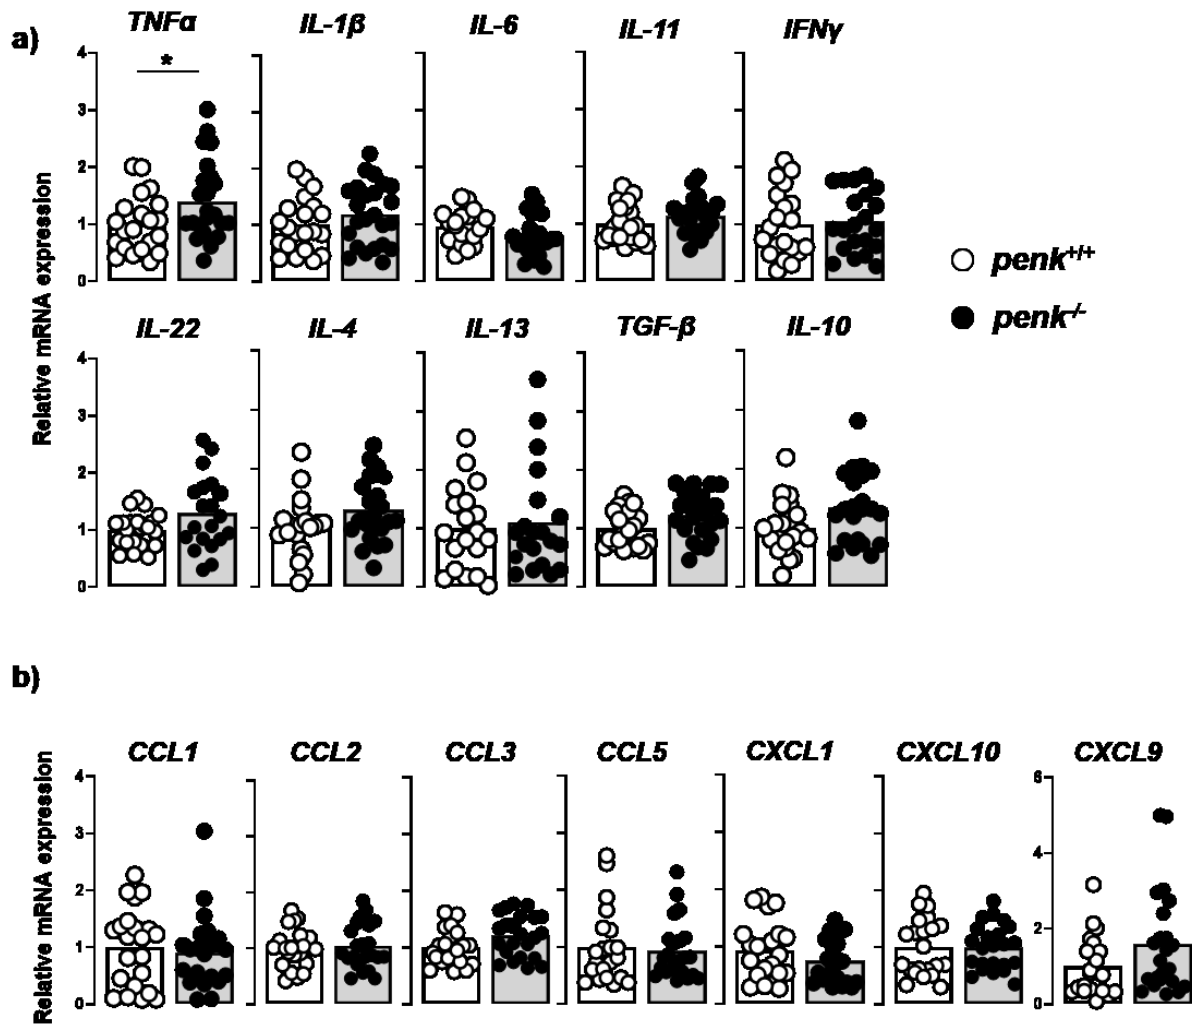

**Supplementary figure 2. *Penk*-deficient chimeric mice do not exhibit alteration of the cytokine and chemokine mRNA expression profiles in the gut.** *penk*<sup>+/+</sup> (white circles and white histogram) and *penk*<sup>-/-</sup> (black circles and grey histogram) chimeric mice were assessed for mRNA expression levels of a number of both cytokines (a) and chemokines (b). mRNA encoding for the cytokines TNF $\alpha$ , IL-1 $\beta$ , IL-6, IL-11, IFN $\gamma$ , IL-22, IL-4, IL-13, TGF- $\beta$  and IL-10 and the chemokines CCL1, CCL2, CCL3, CCL5, CXCL1, CXCL10, CXCL9 was quantified by real-time qPCR in colonic biopsies using specific forward and reverse primers (Supplementary table 2). The mRNA content was normalized to that of the HPRT. The  $2^{-\Delta\Delta CT}$  method was used to evaluate mRNA expression levels in *penk*<sup>-/-</sup> chimeric mice relative to the

*penk*<sup>+/+</sup> control chimeric mice. Each symbol represents 1 mouse (n = 19 to 24). Statistical analysis was performed using Mann-Whitney U test.

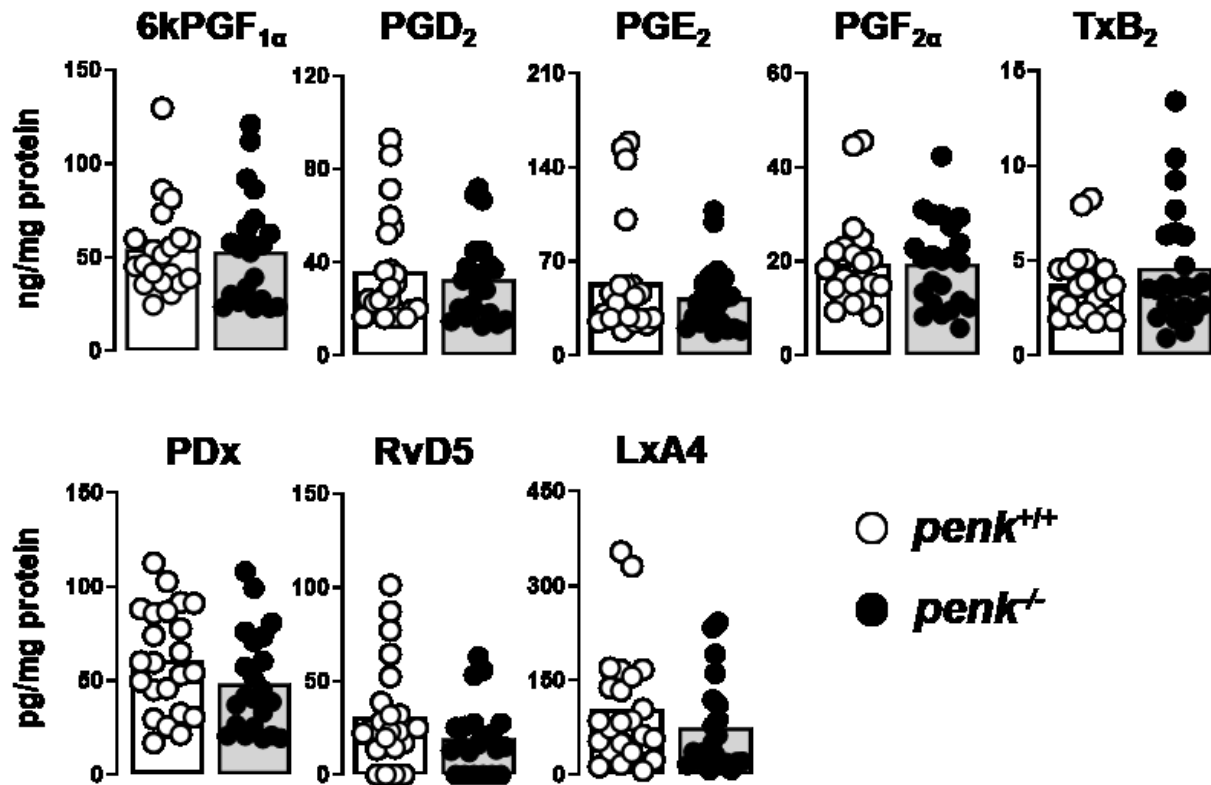

Supplementary figure 3. *Penk*-deficient chimeric mice do not exhibit alteration of the pro-inflammatory and pro-resolving bioactive lipids in the gut. Pro-inflammatory (upper panels) and pro-resolving (lower panels) bioactive lipids were quantified by liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS) as expressed in pg or ng per milligrams of colonic tissue proteins. Each symbol represents 1 mouse (n = 23). Statistical analysis was performed using Mann-Whitney U test.

a)

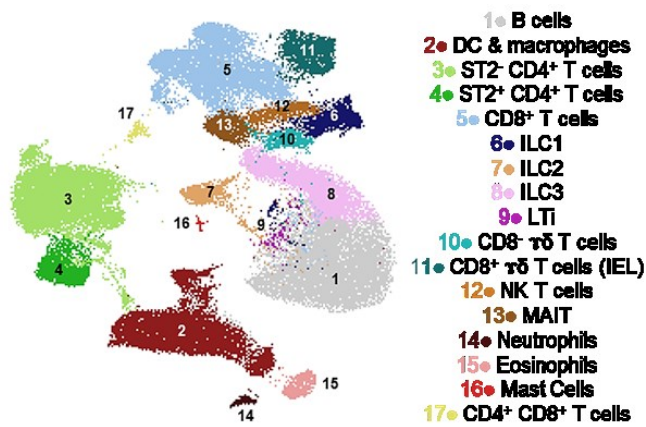

b)

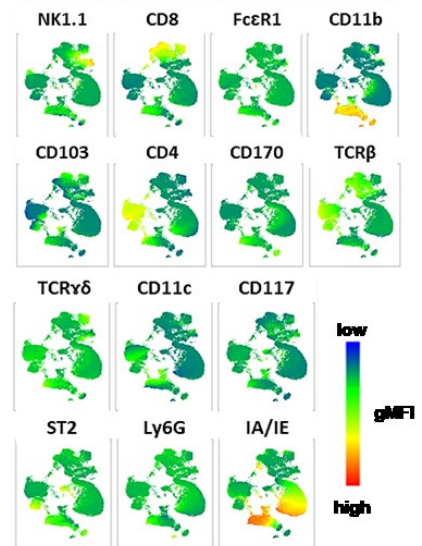

c)

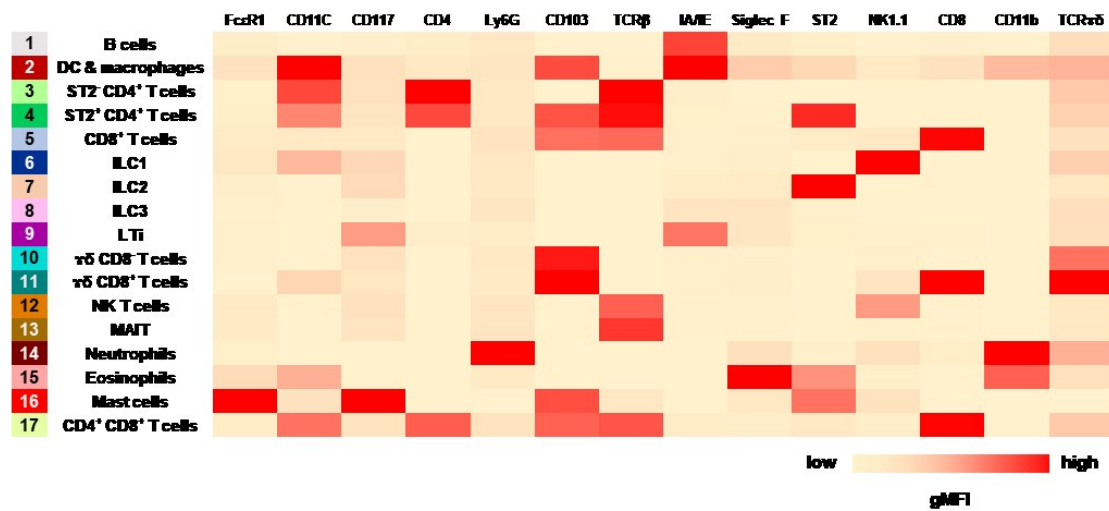

d)

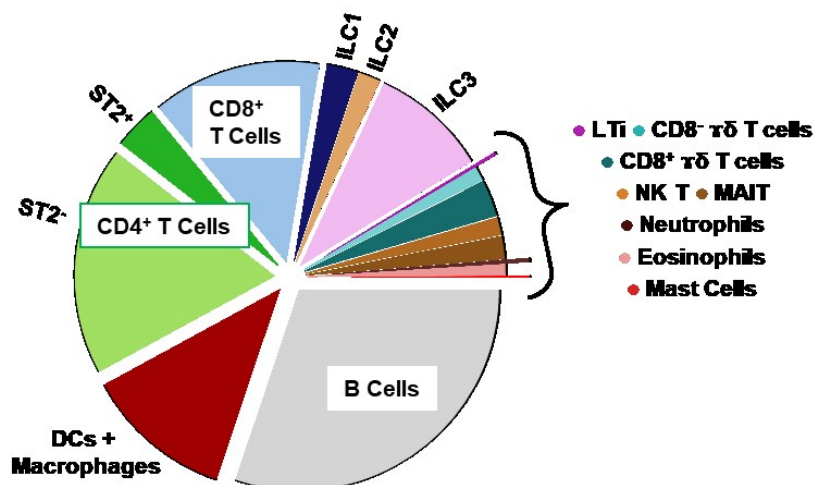

**Supplementary figure 4. Visualization of flux cytometry data using self-organizing map clustering.** **a)** UMAP projection of the CD45<sup>+</sup> cell phenotyping showing every clusters defined by phenograph. **b)** Relative density of each cell surface marker within the self-organizing maps generated by using the Uniform Manifold Approximation and Projection (UMAP) method. **c)** Heatmap of fluorescent signal expression (gMFI) for the indicated markers across the Phenograph clusters. **d)** Relative distribution of immune cell subsets in the colon mucosa of *penk*<sup>+/+</sup> chimeric mice (n = 11).

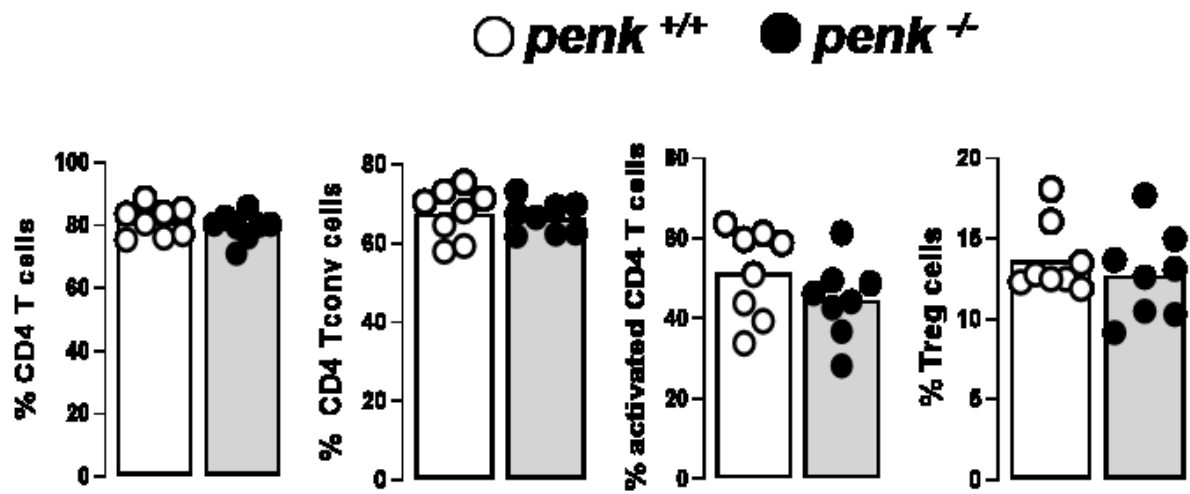

**Supplementary figure 5. *Penk*-deficient chimeric mice display no functional CD4<sup>+</sup> T cell alterations in Peyer's patches.** Frequency of CD4<sup>+</sup> T lymphocytes, conventional CD4<sup>+</sup> T lymphocytes, activated conventional CD4<sup>+</sup> T lymphocytes and regulatory T cells among living CD45<sup>+</sup> TCRβ-expressing cells in Peyer's patches from *penk*<sup>+/+</sup> (white circles and white histogram) and *penk*<sup>-/-</sup> (black circles and grey histogram) chimeric mice (n = 8) as assessed by cytofluorometry. Each symbol represents 1 mouse. Statistical analysis was performed using Mann-Whitney U test.

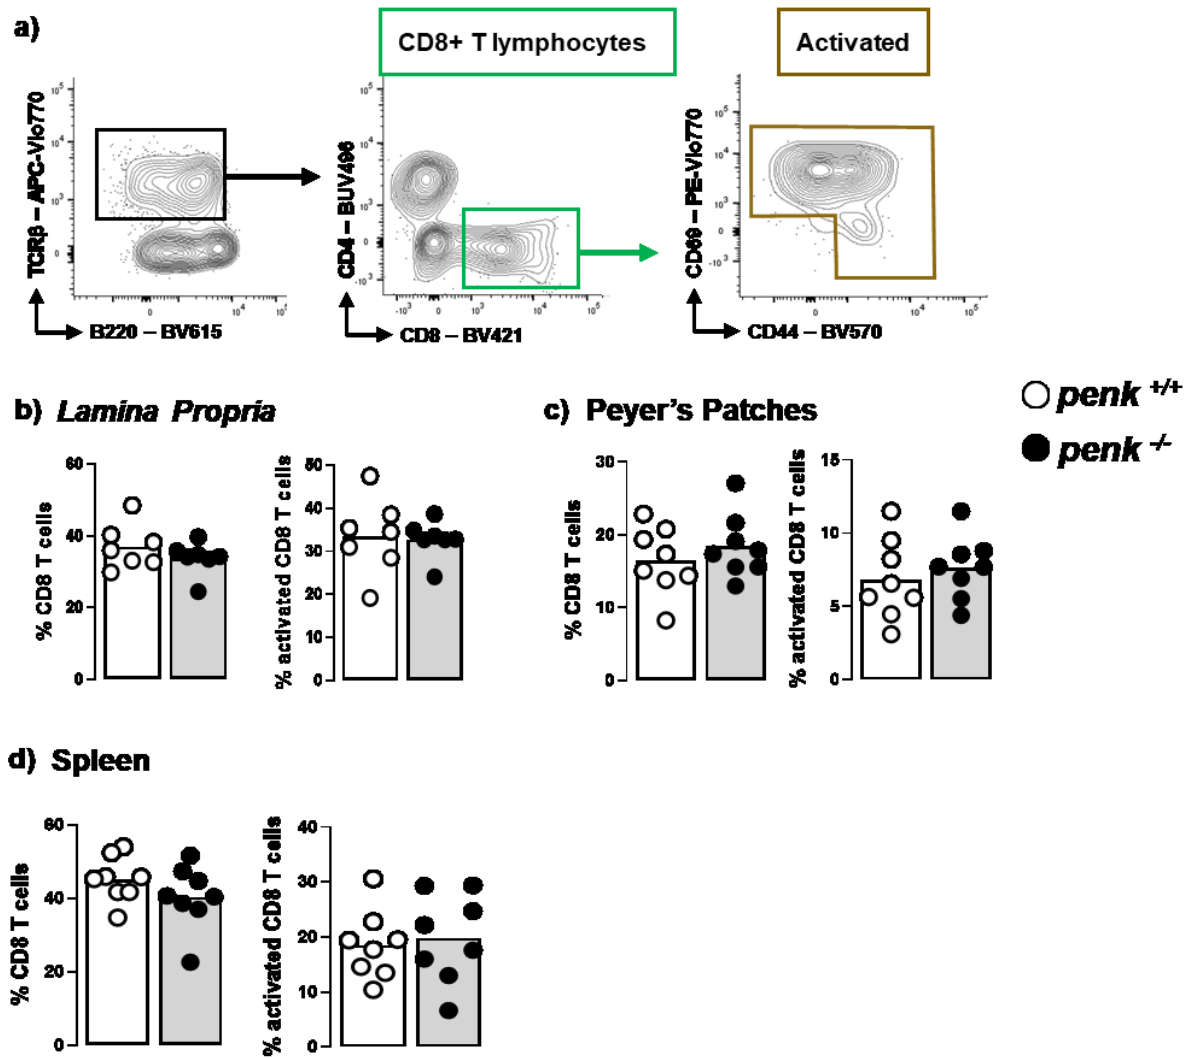

**Supplementary figure 6. *Penk*-deficient chimeric mice display no functional CD8<sup>+</sup> T cell alteration.** The relative frequency of CD8<sup>+</sup> T lymphocyte subsets in colonic *lamina propria*, Peyer's patches and spleen from *penk*<sup>+/+</sup> (white circles and white histogram) and *penk*<sup>-/-</sup> (black circles and grey histogram) chimeric mice was estimated by cytofluorometry. **a)** Gating strategy for flow cytometry data analysis. Living CD45-expressing cells gated on TCRβ chain<sup>+</sup> CD8<sup>+</sup> T lymphocytes were defined as activated based on the expression of CD44 and/or CD69 cell surface markers. **b - d)** Frequency of total CD8<sup>+</sup> T lymphocytes and activated CD8<sup>+</sup> T lymphocytes among living CD45<sup>+</sup> TCRβ-expressing cells in the *lamina propria* (n = 7) (**b**), Peyer's patches (n = 8) (**c**) and spleen (n = 8) (**d**). Each symbol represents 1 mouse. Statistical analysis was performed using Mann-Whitney U test.

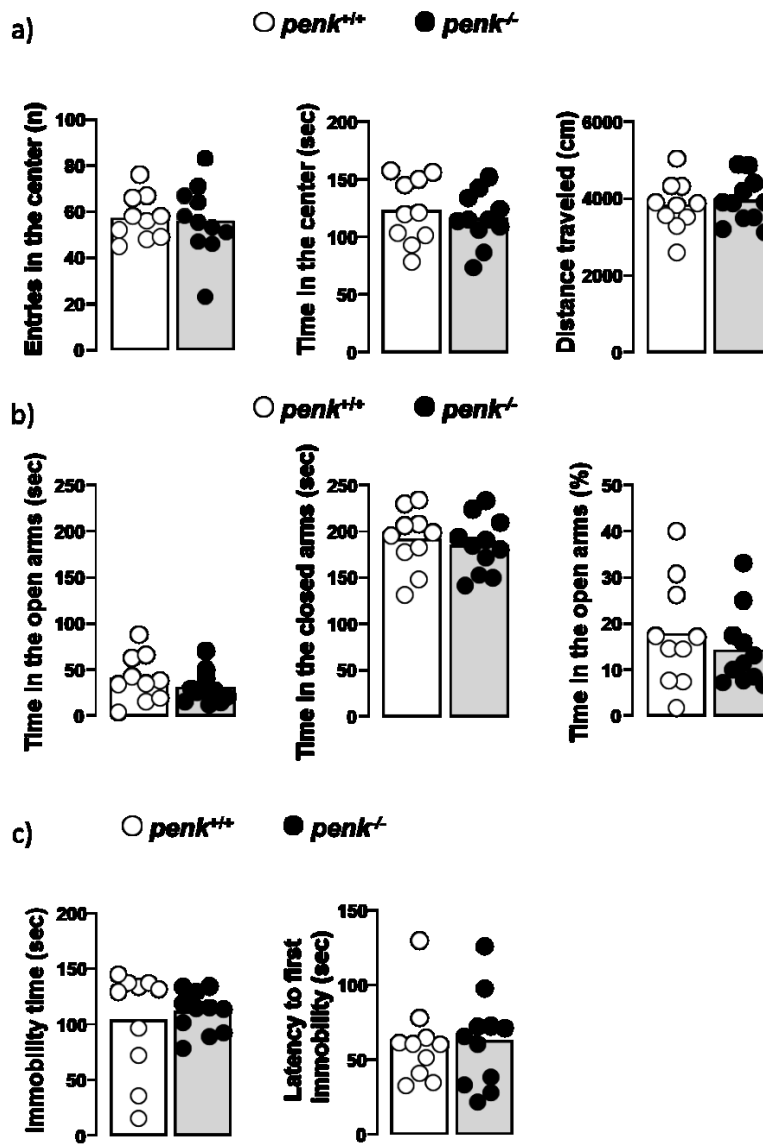

**Supplementary figure 7. Behavioral assessment of mice.** In addition to the novelty suppressed feeding test,  $penk^{+/+}$  (white circles and white histogram) and  $penk^{-/-}$  (black circles and grey histogram) chimeric mice were analyzed using three other behavioral tests including open field (a), elevated plus maze (b) and tail suspension (c).

a) Number of entries (left panel) and time spent in the center of the open field (middle panel). Total ambulatory distance (right panel) was calculated to ensure the absence of locomotor alteration. b) Time spent in the open arms (left panel) and the closed arms (middle panel) of the elevated plus maze. The relative number of entries in the open arms is shown in the right panel.

c) Immobility time (left panel) and latency to the first immobility (right panel) recorded in the tail suspension test. Each symbol represents 1 mouse ( $n = 10$  *versus* 11). Statistical analysis was performed using Mann-Whitney U test. No significant difference was observed.

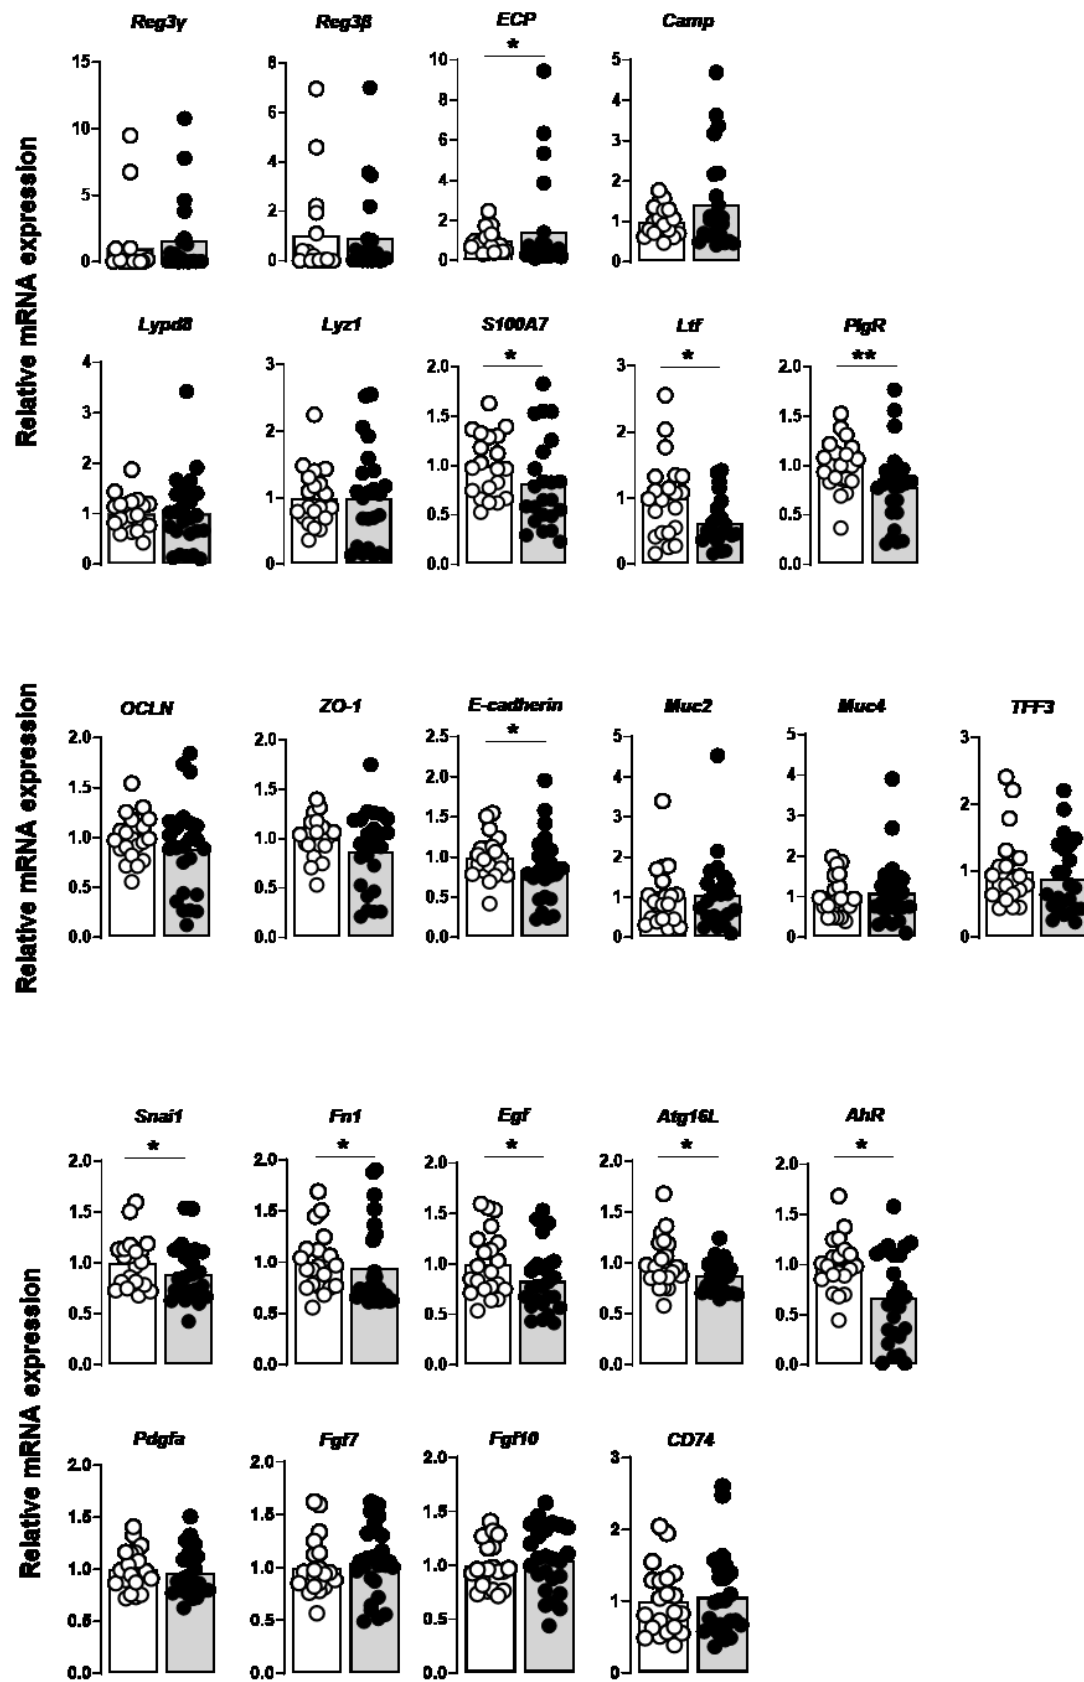

**Supplementary figure 8. *Penk*-deficient chimeric mice exhibit decreased levels of mRNA coding antimicrobial peptides and pro-repair/regenerative mediators in the gut.** *penk*<sup>+/+</sup> (white circles and white histogram) and *penk*<sup>-/-</sup> (black circles and grey histogram) chimeric mice were assessed for mRNA expression levels of a number of mediators involved in epithelial homeostasis including repair/regenerative mediators (a), junctional complex proteins, mucins (b) and antimicrobial peptides (c). mRNAs were quantified by real-time qPCR in colonic biopsies using specific forward and reverse primers (Supplementary table 2). The mRNA content was normalized to that of the HPRT. The 2<sup>-ΔΔCT</sup> method was used to evaluate mRNA expression levels in *penk*<sup>-/-</sup> chimeric mice relative to the *penk*<sup>+/+</sup> chimeric mice. Each symbol represents 1 mouse (n = 19 versus 24). Statistical analysis was performed using Mann-Whitney U test.

*Reg3γ*, *Reg3β* (regenerating islet-derived genes); *ECP* (eosinophil cationic protein); *Camp* (cathelicidin antimicrobial peptide); *Lypd8* (LY6/PLAUR domain containing 8); *Lyz1* (lysozyme 1); *SI00A7* (psoriasin); *Ltf* (lactoferrin); *PIgR* (polymeric immunoglobulin receptor); *OCN* (occluding); *TJPI* (tight junction protein 1, zona occludens 1); *CDH1* (cadherin 1, E-cadherin); *Muc2*, *Muc4* (mucin, oligomeric mucus/gel-forming); *TFF3* (trefoil factor 3); *Snail* (snail family transcriptional repressor 1); *Fn1* (fibronectin 1); *Egf* (epidermal growth factor); *Atg16L1* (autophagy related 16 like 1); *AhR* (aryl hydrocarbon receptor); *Pdgfa* (platelet-derived growth factor subunit A); *Fgf7*, *Fgf10* (fibroblast growth factor); *CD74* (a receptor for the macrophage migration inhibitory factor (MIF) on many cell types).

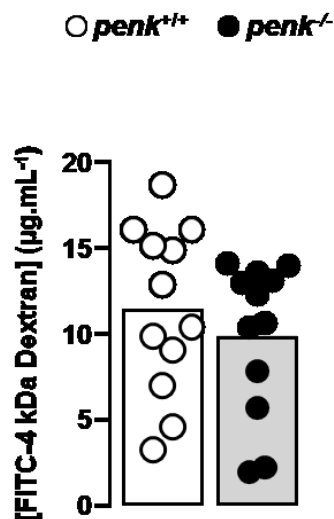

**Supplementary figure 9. Peripheral opioid receptor blockade by naloxone-methiodide does not alter paracellular intestinal permeability in non-irradiated mice.** Male C57BL/6JRj mice were intraperitoneally injected with 200 µL of either PBS (white circles and white histogram) or 10 mg mL<sup>-1</sup> naloxone-methiodide (Sigma Chemical Co., St Louis, MO) (2 mg/mouse) two days apart (black circles and grey histogram) <sup>2</sup>. On day 7 (one day after the fourth injection) *in vivo* measurement of the paracellular permeability expressed as serum 4 kDa FITC-dextran concentration was determined 4 hours after gavage. Each symbol represents 1 mouse (n = 12). Statistical analysis was performed using Mann-Whitney U test.

**Supplementary table 1. Experimental design.**

| Sets of experiments                         | 1 | 2a | 2b | 3                   | 4              | 5 |
|---------------------------------------------|---|----|----|---------------------|----------------|---|
| Colorectal distension                       | X |    |    |                     |                |   |
| Gut transit assessment                      |   | X  |    |                     |                |   |
| Behavioral testing                          |   |    |    |                     |                | X |
| Intestinal permeability                     |   |    |    | <i>in / ex vivo</i> | <i>in vivo</i> |   |
| Colonic tissue analysis                     |   | X  |    |                     |                | X |
| Colon contraction assessment                |   |    | X  |                     |                |   |
| Biofilm analysis (Colon)                    |   |    |    | X                   |                | X |
| Colon inflammatory parameters               |   |    | X  | X                   |                | X |
| Cytometry analysis (LP, PP, spleen)         | X |    |    |                     | X              |   |
| Microbiota taxonomy and IgA-coated bacteria |   |    |    |                     | X              |   |
| Colon RNA sequencing                        |   | X  |    |                     |                |   |
| Penk content in immune cells                |   | X  |    |                     |                |   |

To carry out all the experiments reported in the study, five series (numbered from 1 to 5) of hematopoietic *penk*<sup>+/+</sup> and *penk*<sup>-/-</sup> chimeric mice were generated in different periods of time (the third generation of chimeras were divided in two groups). 

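The columns of this table are the sets of chimeras, and a cross marks the set in which a measurement was made. The colon RNA sequencing was performed in set 2a, as were the measurement of *penk* content in immune cells, the gut transit assessment and a part of the colonic tissue analysis. The colon inflammatory parameters were measured in sets 2b, 3 and 5, and the cytometry in sets 1 and 4. RNA-seq values therefore do not come from the mice in which the colon inflammatory parameters or the cytometry were measured. Sets 2a and 2b are the groups of a divided generation of chimeras, and the other sets were generated in other periods.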

Chimerism was quantified on bone marrow cells from mice belonging to the first set of chimeras (**Supplementary figure 1**) and then randomly assessed (but not quantified) in few mice from the other sets of experiments. *In vivo* experiments are indicated in blue. Colonic tissue analysis includes macroscopic and histological assessments as well as apoptosis quantification, inflammation parameters include all RT-qPCR and quantification of bioactive lipids, cytometry analysis was performed on colonic *lamina propria* (LP), Peyer's patches (PP) and spleen. Intestinal

permeability *ex vivo* was performed on ileum, Peyer's patches and colonic biopsies. The number of animals used for each specific protocol is indicated in the figure legends.

**Supplementary table 2. Primers used for qPCR.**

| <b>Transcript</b> | <b>Forward</b>           | <b>Reverse</b>           |
|-------------------|--------------------------|--------------------------|
| <i>Hprt</i>       | GTTCTTTGCTGACCTGCTGGAT   | CCCCGTTGACTGATCATTACAG   |
| <i>Tnfa</i>       | CCACGCTCTTCTGTCTACTGAAC  | GGTCTGGGCCATAGAACTGATG   |
| <i>Il1b</i>       | ACCTTCCAGGATGAGGACATGAG  | CATCCCATGAGTCACAGAGGATG  |
| <i>Il6</i>        | TCTGGGAAATCGTGGAATGAG    | TTCTGCAAGTGCATCATCGTTG   |
| <i>Il11</i>       | GGATCTTTGCAGCTTCCTGG     | TGCCGGAGGTAGGACATCA      |
| <i>Ifng</i>       | CAGCAACAGCAAGGCGAAA      | AGCTCATTGAATGCTTGGCG     |
| <i>Il22</i>       | ACCGCTGATGTGACAGGAGC     | AGGTGGTGCCTTTCCTGACC     |
| <i>Il4</i>        | GGCTTTTCGATGCCTGGATT     | CTTGGACTCATTATGGTGCAG    |
| <i>Il13</i>       | GGCAGCATGGTATGGAGTGTG    | GCAATTGGAGATGTTGGTCAGG   |
| <i>Tgfb</i>       | GACCCCCACTGATACGCCT      | GCTGAATCGAAAGCCCTGTA     |
| <i>Il10</i>       | ATTTGAATTCCCTGGGTGAGAAG  | CACAGGGGAGAAATCGATGACA   |
| <i>Cxcl1</i>      | GCTAAAAGGTGTCCCCAAGTAACG | TCACCAGACAGGTGCCATCA     |
| <i>Cxcl10</i>     | GGGTCTGAGTGGGACTCAAGG    | TCGCAGGGATGATTTCAAGC     |
| <i>Cxcl9</i>      | AGTGTGGAGTTCGAGGAACCC    | CTGTTTGAGGTCTTTGAGGGATTT |
| <i>Ccl1</i>       | TGATCCCCCAGCTGTGGTAT     | TGATTTTGAACCCACGTTTGT    |
| <i>Ccl2</i>       | ACGTGTTGGCTCAGCCAGAT     | TGATCCTCTTGTAGCTCTCCAGC  |
| <i>Ccl3</i>       | CCAAGTCTTCTCAGCGCCATAT   | CAAAGGCTGCTGGTTTCAAATA   |
| <i>Ccl5</i>       | ACTCCCTGCTGCTTTGCCTAC    | TTCCTTCGAGTGACAAACACGA   |
| <i>penk</i>       | CGACATCAATTTCTGGCGT      | AGATCCTTGCAGGTCTCCCA     |
| <i>AhR</i>        | CGCTTGATTTACAGAAATGGA    | ATCTCGTACAACACAGCCTC     |
| <i>Snai1</i>      | TGTCTGCACGACCTGTGGAAAG   | AGCAGGAGAATGGCTTCTCAC    |
| <i>Fn1</i>        | TGGTGGCCACTAAATACGAA     | GGAGGGCTAACATTCTCCAG     |
| <i>Fgf7</i>       | TGTTCTGTCGCACCCAGTGGTA   | TTCCAAC TGCCACGGTCCTGAT  |
| <i>Fgf10</i>      | CCTTACCAAGTACTTTCTCAC    | CGGCAACAAC TCCGATTTCCAC  |
| <i>Egf</i>        | ACTGGTGTGACACCAAGAGGTC   | CCACAGGTGATCCTCAAACACG   |
| <i>Pdgfa</i>      | CTGGCTCGAAGTCAGATCCACA   | GACTTGTCTCCAAGGCATCCTC   |
| <i>Cd74</i>       | GCTGGATGAAGCAGTGGCTCTT   | GATGTGGCTGACTTCTTCCTGG   |
| <i>Atg16l</i>     | GGACACTCATCCTGCTTCTGGT   | GCTTCCCAAAGTTTCACCCTGC   |
| <i>Occludin</i>   | TGGATGACTACAGAGAGGAGAGT  | TCCTCTTGATGTGCGATAATTTGC |
| <i>ZO-1=Tjp1</i>  | GTTGGTACGGTGCCCTGAAAGA   | GCTGACAGGTAGGACAGACGAT   |
| <i>E-cadherin</i> | CCAATCCTGATGAAATTGGAAACT | AACACCAACAGAGAGTCGTAAG   |
| <i>Muc2</i>       | CGGAACTCCAGAAAGAAGCCA    | GGCAGTCAGACGCAAAGTTGTA   |
| <i>Muc4</i>       | AGAGGCAGAAGAGGAGTGGAGA   | GGTGGTAGCCTTTGTAGCCATC   |

|               |                        |                         |
|---------------|------------------------|-------------------------|
| <i>Reg3γ</i>  | CCTCCATGATCAAAAGCAGTGG | GGATTCGTCTCCCAGTTGATGT  |
| <i>Reg3β</i>  | TGGCTCCTACTGCTATGCCTTG | CGCTATTGAGCACAGATACGAGG |
| <i>Ecp</i>    | CATCACCAGTCGGAGGAGAACA | ATGGGACTGTCCTGTGGAGTTC  |
| <i>Camp</i>   | CTTCAACCAGCAGTCCCTAGAC | GCCACATACAGTCTCCTTCACTC |
| <i>Lypd8</i>  | AACACTCTGCGAGGAGAAACCC | AGAACAGCCCTTCAGCTCCACT  |
| <i>Lyz1</i>   | ATGGCTACCGTGGTGTCAAG   | CGGTCTCCACGGTTGTAGTT    |
| <i>S100A7</i> | GATAGTGTGCCTCGCTTCATGG | CTGGAGATGGTAGTCCTTCACC  |
| <i>Tff3</i>   | TGCAGATTACGTTGGCCTGTC  | TGGAGTCAAAGCAGCAGCC     |
| <i>Ltf</i>    | GTCTGCCATTGGCTTTGTGAGG | CCTTTGAGGCTATCACATCCTGC |
| <i>PIgR</i>   | AGCAAGGCCAGACCTATGGAG  | GGTTGACATGGGATGACCCT    |

**Supplementary table 3. Antibodies used for cytofluorometry analysis**

| Target antigen        | Antibody clone | Fluorochrome    | Provider       |
|-----------------------|----------------|-----------------|----------------|
| CD45                  | REA737         | VioGreen        | Miltenyi       |
| TCR $\beta$           | H57-597        | BV711           | BioLegend      |
| CD8 $\alpha$          | REA601         | PE-Vio 770      | Miltenyi       |
| TCR $\gamma\delta$    | REA633         | PerCP-Vio 700   | Miltenyi       |
| CD11b                 | REA592         | PE-Vio 615      | Miltenyi       |
| Fc $\epsilon$ R1      | REA1079        | APC             | Miltenyi       |
| Ly6G                  | REA526         | VioBlue         | Miltenyi       |
| CD117                 | 2B8            | BUV395          | BD Biosciences |
| CD103                 | 2E7            | BV650           | BD Biosciences |
| ST2                   | U29-93         | PE              | BD Biosciences |
| CD170 (SiglecF)       | E50-2440       | Alexa Fluor 488 | BD Biosciences |
| CD4                   | GK1.5          | BUV737          | BD Biosciences |
| NK1.1                 | S17016D        | PE-Cyanine5     | BioLegend      |
| MHC II (IA/IE)        | M5/114.15.2    | BV785           | BioLegend      |
| CD11c                 | N418           | Alexa Fluor 700 | BioLegend      |
| TCR- $\beta$ chain    | REA318         | APC-Vio 770     | Miltenyi       |
| CD4                   | RM4-5          | BUV496          | BD Biosciences |
| CD45                  | 30-F1          | PE-CF594        | BD Biosciences |
| CD62L                 | MEL-14         | Alexa Fluor 700 | Invitrogen     |
| CD8 $\alpha$          | 53-6.7         | BV421           | BD Biosciences |
| CD44                  | IM7            | BV570           | BioLegend      |
| CD11b                 | M1/70          | BUV395          | BD Biosciences |
| B220/CD45R            | RA3-6B2        | BUV615          | BD Biosciences |
| CD103                 | REA789         | VioBright 515   | Miltenyi       |
| CD25 (IL2R $\alpha$ ) | REA568         | APC             | Miltenyi       |
| CD69                  | REA937         | PE-Vio 770      | Miltenyi       |
| FoxP3                 | REA788         | PE              | Miltenyi       |
| GL7                   | GL7            | Alexa Fluor 647 | BD Biosciences |
| Fas                   | Jo2            | PE-Cyanine7     | BD Biosciences |
| CD38                  | 90             | PE-Cyanine5     | ThermoFischer  |
| IgM                   | II/41          | PE              | ThermoFischer  |
| CD138                 | 281-2          | BV605           | BioLegend      |
| CD19                  | 1D3            | PE-CF594        | BD Biosciences |
| B220/CD45R            | RA3-6B2        | APC/Cyanine7    | BD Biosciences |
| IgA                   | C10-3          | FITC            | BD Biosciences |
| IgD                   | 11-26c.2a      | BV421           | BioLegend      |
| TCR $\beta$           | REA318         | APCVio770       | Miltenyi       |
| CD11b                 | M1/70          | BB515           | BD Biosciences |
| CD4                   | REA604         | VioBlue         | Miltenyi       |
| CD8 $\alpha$          | REA601         | PEVio770        | Miltenyi       |
| CD45                  | REA737         | APC             | Miltenyi       |
| B220                  | REA755         | PercPVio700     | Miltenyi       |

- 1      König, M. et al. Pain responses, anxiety and aggression in mice deficient in pre-proenkephalin. *Nature* 383, 535-538, doi:10.1038/383535a0 (1996).
- 2      Jaume, M., Laffont, S., Chapey, E., Blanpied, C. & Dietrich, G. Opioid receptor blockade increases the number of lymphocytes without altering T cell response in draining lymph nodes in vivo. *J Neuroimmunol* 188, 95-102, doi:10.1016/j.jneuroim.2007.06.013 (2007).

How the deposited data were processed for this re-analysis (not part of the article)

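RNA-seq was performed on colonic biopsies of 4 *penk*-/- and 4 *penk*+/+ chimeric mice, 18 weeks after engraftment. The genotype is that of the bone marrow donors. Each mouse gave 1 library, and replicates are numbered 1 to 4 within each genotype. The numbers come from the sample labels. The same number designates different mice in the 2 genotypes, and nothing in the paper pairs them.

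The authors prepared stranded, paired-end poly-A libraries, checked the reads with FastQC, and aligned and quantified them with STAR 2.7.8a on GRCm39 with the annotation of Ensembl release 107. The authors performed the differential analysis with DESeq2 1.30.0. The values they deposited are normalized counts, with 1 value per gene and mouse: read counts divided by a size factor for each library. They are neither raw counts nor values on a log scale. In each library 100% of the values were whole multiples of a step. The reciprocal of the step was within 1.11e-05 of the size factor obtained by the median-of-ratios method from the recovered reads. The table lists 26008 genes by Ensembl identifier, each with a value above 0 in at least 1 library, and 22568 of them with a value above 0 in every library. Of the identifiers, 25776 were matched to gene names and positions in the GENCODE M39 annotation of GRCm39, and 12 names were used for more than 1 identifier.

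The recovered reads amounted to 33.1 M to 50.7 M per library (median 38.5 M). At this depth, the spread between mice rather than counting error limits the precision for well-covered genes, and genes below a mean of 10 were left out of the tests. Libraries made from the same RNA would differ only by sampling noise. The smallest chi-square per degree of freedom between any pair of libraries was 11.2, and all 8 libraries were used. No sample was left out.

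The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(value + 1), with 19127 genes whose mean normalized count over the 8 libraries was at least 10, without covariates, two-sided, and with Benjamini-Hochberg adjustment. The thresholds of the paper were kept (|log2(fold change)| > 1 and FDR < 0.01). The test was planned for normalized values. The planned count-based alternatives on the recovered reads and the rlog transformation were not run here. The PCA used the 500 most variable genes on the log2 scale, centred and not scaled, and separation of the genotypes was measured by exact permutation tests over the 70 assignments of 4 of the 8 libraries. These can give no two-sided *p* below 0.0286. A gene set score is the mean, over the genes of the set that pass the filter, of log2(value + 1) minus the mean of the gene over the 8 libraries. For the circadian clock set, the mean of the antiphase genes was subtracted. The sets were the genes of Supplementary Figs. 2 and 8, marker genes of cell types, clock genes and corticosteroid-responsive genes, all listed before the data were examined.

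The genes named are *Penk*, the 5 genes labelled in Fig. 1e, the genes of Supplementary Figs. 2 and 8, the members of the gene sets, and the 5 genes with the smallest *p*, a rule set before the data were examined. Other genes are said to have been chosen after their values were seen. Alternatives set at the same time were pseudocounts of 0.1 and 8, no filter or a mean of at least 50, limma without trend, quantile normalization, the replicate number as a block, other gene selections and scaling in the PCA, and each replicate left out in turn. Voom on the recovered reads, a robust trend, *Pbsn* as a covariate and a PCA without genes that follow *Pbsn* (correlation coefficient above 0.8) were added after the data were seen.

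The test was checked on counts simulated from the means and sizes of these libraries, with 100 genes changed by a log2 of 1 and 100 by a log2 of 2. All the changed genes were drawn from those with a mean of at least 50. With each gene's own dispersion, 75% and 99% of these were recovered at an adjusted *p* below 0.05 and there were 9 false calls among 18941 genes tested. With the median dispersion for all genes, 100% were recovered at either size, with 14 false calls among 18995 genes tested. Correlations across the 8 libraries were tested by permutation over all pairings. Scores, permutation tests and figures were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.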

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

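All tests given in this part were chosen after the results were seen, apart from the correlation of *Pbsn* with a further list of accessory gland genes. Of 50 groups of 4 libraries examined for a library far from the others, 4 had one, against 2.5 by chance, and such a library alone is therefore no evidence of an effect. The ratio given for each is the gap to the nearest library divided by the range of the group. The limit used is the tabulated one of Dixon's test for 4 samples.

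Replicate 1 of the *penk*+/+ chimeras had the highest junction and mucin score of its group (gap over range 0.839), with 0.30 against -0.02 to 0.03 in the other *penk*+/+ chimeras. The score followed the score of epithelial genes, which shares no gene with it, over the 8 libraries (Pearson r = 0.926, permutation *p* = 0.000149; Spearman rho = 0.929, permutation *p* = 0.00223; r = 0.927 without the 2 most extreme libraries). This was 1 of 9 relations computed (adjusted *p* = 0.00067 for r). A candidate explanation is a larger share of epithelium in that biopsy. Tight junction and mucin genes are themselves epithelial, so that an effect within the epithelium cannot be told apart from it.

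Replicate 1 of the *penk*-/- chimeras had the lowest macrophage and dendritic cell score of its group (gap over range 0.873), with -0.20 against 0.21 to 0.27. Over the 8 libraries the score rose with the smooth muscle score minus the epithelium score (Pearson r = 0.833, permutation *p* = 0.0121, adjusted over the 9 relations 0.0362; Spearman rho = 0.762, permutation *p* = 0.0368, adjusted 0.0662; r = 0.854 without the 2 most extreme libraries). The share of the tissue layers in the biopsy may account for it. No biological explanation was tested for a single mouse.

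Replicate 4 of the *penk*-/- chimeras had the highest antimicrobial score of its group (gap over range 0.830). It was the *penk*-/- library in which *Reg3b* was read, with 76.2 normalized counts against 0 in the other 3. Without *Reg3b*, the gap over range was 0.195 for replicate 4, still the highest *penk*-/- library, and 0.251 at the low end, for replicate 2. Both are under the limit. The position of this library rested on the reads of that gene. Whether the *Reg3b* reads come from the mucosa of this mouse or from elsewhere was not tested.

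*Scnn1g* was lowest in replicate 1 of the *penk*-/- chimeras (gap over range 0.875), with 89.9 normalized counts against 135, 140 and 143. The 89 reads of this library were fewer than its size factor predicts from the 4 *penk*-/- libraries (exact binomial test, two-sided, *p* = 8.48e-05). The library was tested because it was the lowest, and separate mice differ by more than counting noise, so that this does not show the library to be unusual. The depth of the library, 39.6 M reads, lay within the range of the others. Leaving this mouse out gave a log2 fold change of -1.34 for *Scnn1g*. The difference between genotypes did not rest on it.

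*Pbsn*, the gene of the prostate protein probasin, reached 111024 normalized counts in replicate 4 of the *penk*+/+ chimeras and 105658 in replicate 3 of the *penk*-/- chimeras. In the other mice it was 13425, 2398 and 0 (*penk*+/+ replicates 1 to 3), and 0, 7638 and 4803 (*penk*-/- replicates 1, 2 and 4). The paper does not report it. The prostate genes *Tgm4* and *Msmb*, chosen after their values were seen, were also highest in these libraries, with up to 106655 normalized counts for *Tgm4* and 172 for *Msmb*. A further list of prostate and seminal vesicle genes was written before its values were looked at. Of its 14 genes, 6 passed the filter. Their score followed *Pbsn* (Pearson r = 0.827, permutation *p* = 0.0291, adjusted over the 9 relations 0.065; Spearman rho = 0.994, permutation *p* = 9.92e-05; r = 0.993 without the 2 most extreme libraries). Among the genes of this score, *Azgp1*, *Trp63*, *Krt5* and *Cldn10* were highest in the pair of libraries with the most *Pbsn*. *Tmprss2* and *Abcc4* were not. *Tmprss2* was lowest in *penk*-/- replicate 3 (34782 normalized counts), and *Abcc4* was highest in *penk*+/+ replicate 3 (1282). The seminal vesicle genes *Svs2*, *Svs4*, *Svs5* and *Svs6* were not found by name and were not examined. A candidate explanation is tissue of the prostate or another accessory gland in the biopsies, in amounts that differ between mice. The score of *Pbsn*, *Tgm4* and *Msmb* did not differ between the genotypes (difference 0.0944, exact permutation test, two-sided, *p* = 0.914), so that a genotype effect does not account for it. Carry-over between libraries during preparation or sequencing was not tested.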

How the results depend on the processing

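Apart from the 4 alternatives named as added, all were set before the data were examined. The tests with edgeR and DESeq2 and the rlog transformation, planned on recovered reads, were not run, as the unit of the table was not entered as counts. Voom, one of the added alternatives, is the sole test on recovered reads below.

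The count of genes past the paper's thresholds was 0 in all 18 other settings run (7 processing alternatives, 3 added ones and 8 fits that each left out one replicate), and so was the count at an adjusted *p* below 0.01. Genes with an unadjusted *p* below 0.05 numbered 1842 as reported and from 1379 to 2938 over these settings. The count at an adjusted *p* below 0.05, 0 as reported, was 1 with quantile normalization, where *Scnn1g* had a log2 fold change of -1.51 and an adjusted *p* of 0.0233, against 0.0233 to 0.464 over all settings. It ranged from 0 to 6 over the fits that left out one replicate. The 6 genes, obtained without replicate 1 of the *penk*-/- chimeras and named after their values were seen, were *Scnn1g*, *Ptprr*, *St3gal4*, *Ly6g2*, *Nlrp1b* and *Duox2*, all lower in *penk*-/- chimeras. In this fit *Scnn1g* had an adjusted *p* of 0.0361. Voom on the recovered reads, a robust trend and *Pbsn* as a covariate, added after the data were seen, gave 0 genes at an adjusted *p* below 0.05.

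With the replicate number as a replicate block in limma, 1 gene (*Duox2*, log2 fold change -0.82, adjusted *p* = 0.0399) was below 0.05. The mean correlation of the deviations of same-numbered libraries was -0.095, against 0.033 for other pairs across the genotypes, and the mice of a pair are different animals. In the paired analysis the difference of the corticosteroid response score was -0.40 (exact sign-flip test, *p* = 0.125). That test cannot give a smaller *p* with 4 pairs.

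The log2 fold changes of the 5 genes labelled in Fig. 1e kept their sign in all 18 settings. *Scnn1g* ranged from -1.57 to -1.34 over the fits that left out one replicate, *Nr1d1* from -1.84 to -1.44, *Slc7a9* from -1.13 to -0.94, *Dbp* from -1.499 to -1.18 and *Defa30* from -2.16 to -1.41. The adjusted *p* of *Nr1d1*, *Slc7a9*, *Dbp* and *Defa30* stayed between 0.131 and 0.633. The log2 fold change of *Penk*, near 0 as reported, changed sign when one replicate was left out (from -0.11 to 0.0462).

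The share of PC1, 57.6% as reported, was 37.2% with all genes, 47.0% with the 2000 most variable genes, 41.5% after scaling to unit variance, 69.2% without immunoglobulin and T cell receptor segments, and from 51.7% to 62.1% with one replicate left out. The share of PC2, 13.2% as reported, was 18.7% with all genes, 19.1% after scaling, 11.4% without these segments, and from 11.6% to 16.8% with one replicate left out. Without the genes that follow *Pbsn*, an added setting, PC1 explained 36.1% and PC2 22.3%. The genotype difference reversed between fits that left out one replicate, from -13.3 to 13.0 along PC1 and from -8.12 to 2.60 along PC2, and was 0.96 along PC2 without the immunoglobulin and T cell receptor segments. The largest along PC2 was -14.6, with all genes (exact permutation test, two-sided, *p* = 0.4). The cause was not tested. The share of variance explained by genotype ranged from 4.26% to 11.3% (exact permutation *p* from 0.571 to 0.971 over its 14 settings).

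The cytokine and chemokine score, -0.01 as reported, was 0.0644 with all set genes and 0.0157 with quantile normalization, and ranged from -0.12 to 0.11 with one replicate left out. The corresponding ranges were -0.35 to 0.0204 for the antimicrobial score and -0.56 to 0.12 for the IgA plasma cell score. The cause of these reversals was not tested. With one replicate left out, the corticosteroid response score ranged from -0.48 to -0.33 (exact permutation *p* from 0.0286 to 0.0571), the same score without *Scnn1g* from -0.32 to -0.17 (*p* from 0.0286 to 0.314, exact permutation), and the circadian clock score from -0.62 to -0.33 (*p* from 0.0286 to 0.171, exact permutation). All 3 stayed negative. For the corticosteroid response score these *p* are the lowest steps of the test with 7 libraries, and every *penk*-/- value was below every *penk*+/+ value. For the other scores, 0.0286 was reached when the mouse that made the genotypes overlap was left out (*penk*-/- replicate 3 for the score without *Scnn1g*, *penk*+/+ replicate 1 for the clock score).

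Over all results, the alternatives set beforehand left 122 values the same, with 9 moved, 3 reversed, 1 stronger and 1 weaker. The fits that left out one replicate left 177 the same, with 8 moved, 16 reversed, 3 stronger and 4 weaker. The added settings left 30 the same and 2 moved.

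Depth did not limit the labelled genes, the least abundant of which, *Defa30*, had a mean of 60.3 normalized counts in *penk*-/- chimeras. It limits *Il6*, *Il10* and *Ccl1*, which were below a mean of 10 normalized counts and for which no difference was detectable here.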

Differences from the paper's values

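The paper reports 5 genes past |log2(fold change)| > 1 and FDR < 0.01, and the limma test on the normalized counts called 0. None of the alternatives set before the data were examined that were run closed this gap, each giving 0 genes, whether the pseudocount, the filter, the trend, the normalization, the replicate block or the set of replicates was changed. The settings added after the data were seen (voom on the recovered reads, a robust trend and *Pbsn* as a covariate) also gave 0. The comparisons with DESeq2, which is the paper's tool, and with edgeR were not run, and whether they give the paper's count is open.

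Fig. 1e labels *Scnn1g*, *Nr1d1*, *Slc7a9*, *Dbp* and *Defa30* as differentially expressed. Their directions were the same here, with adjusted *p*-values of 0.132, 0.296, 0.253, 0.323 and 0.339 by limma in place of values below 0.01. *Scnn1g* was called at an adjusted *p* below 0.05, but not below 0.01, with quantile normalization (0.0233) and without replicate 1 of the *penk*-/- chimeras (0.0361), within a range of 0.0233 to 0.464 over all settings run.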

Other observations

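Of the tests in this part, those of *Thra*, of the clock score, of Paneth cell genes, of tissue layers, of the region of *Penk* by Fisher's exact test and of other splits for the counts at the paper's thresholds and at an unadjusted *p* below 0.05 were set before their results were seen. The others were chosen afterwards. Correlations were computed for 9 relations over the 8 libraries, and adjusted *p*-values are over these.

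The 8 libraries can be split 4 against 4 in 35 ways. With 0 genes in the real split, all 35 of 35 splits necessarily gave at least as many past the paper's thresholds, and all 35 at an adjusted *p* below 0.05, so that these comparisons carry no information. An unadjusted *p* below 0.05 was found for 1842 genes with the real split, and 6 of the 35 splits gave as many (median 690, highest 3184). The count at an unadjusted *p* is therefore in line with a grouping of mice at random. Of the 8 splits that separate every pair of same-numbered libraries, as the real one does, only the real split, 1 of 8, gave as many, and 8 splits cannot give a share below 0.05. Of the other 27, 24 separate 2 of the pairs and 3 separate none. One of these 24 splits gave 1 gene past both thresholds, with an adjusted *p* of 0.0016.

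PC1 followed accessory gland genes. In a PCA without any gene of the marker lists, PC1 correlated with the score of the second accessory gland list (Pearson r = 0.985, permutation *p* = 2.48e-05, the smallest the 8 libraries allow, adjusted 0.000223; Spearman rho = 1, permutation *p* = 4.96e-05; r = 0.983 without the 2 most extreme libraries). PC1 did not follow the share of muscle and epithelium (r = 0.139, permutation *p* = 0.735; rho = 0.143, permutation *p* = 0.752; r = -0.635 without the 2 most extreme libraries). A relation of PC1 with depth was not shown either (r = 0.597, permutation *p* = 0.118; rho = 0.238, permutation *p* = 0.582; r = -0.736 without the 2 most extreme libraries). The libraries highest along PC1, *penk*-/- replicate 3 and *penk*+/+ replicate 4, were however also the deepest (50.7 M and 48.0 M reads). With 8 libraries, this test therefore cannot exclude depth. A candidate explanation for the main axis of variation in these libraries is accessory gland tissue in the samples rather than a difference within the colon. The genes with the largest weights in PC1 were *Fcgbpl1*, *Pbsn*, *Tcaf3*, *9530002B09Rik* and *Pate9*, named after their values were seen. *Fcgbpl1* made up 2.38% of all normalized counts in replicate 4 of the *penk*+/+ chimeras, with 980824, and had 2.04 in replicate 3. *Egf*, one of the genes of Supplementary Fig. 8, had 4233 and 4576 normalized counts in the pair of libraries with the most *Pbsn*, and means of 1324 ± 1945 in *penk*-/- and 1454 ± 2094 in *penk*+/+ chimeras (SD, *n* = 4). In the libraries with *Pbsn* at 0, *Egf* had 174 (*penk*-/- replicate 1) and 192 (*penk*+/+ replicate 3).

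Fig. 1e labels a pair of clock output genes. Without *Nr1d1* and *Dbp*, the clock score did not separate the genotypes (difference -0.24, exact permutation test, two-sided, *p* = 0.4), and the antiphase genes *Bmal1*, *Npas2*, *Clock* and *Nfil3* had log2 fold changes of -0.04, -0.08, 0.05 and 0.24. *Nr1d2*, *Tef* and *Hlf* were lower (log2 fold changes -0.82, -0.39 and -0.32) and *Per2* higher (log2 fold change 0.40) in *penk*-/- chimeras. *Thra*, which overlaps *Nr1d1* on the opposite strand, did not fall with it (log2 fold change -0.11, adjusted *p* = 0.705 with limma). For *Dbp*, reads shared with *Sphk2* were not tested, and *Sphk2* was also lower (log2 fold change -0.30, adjusted *p* = 0.389 with limma). The score averages genes of different phases, whose changes can cancel, so that its *p* of 0.4 does not exclude different sampling times. The adjusted *p*-values of both genes do not exclude chance.

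*Scnn1g* is induced by corticosteroids in the colon. The corticosteroid response score was lower in all 4 *penk*-/- chimeras (difference -0.40, exact permutation test, two-sided, *p* = 0.0286, and 0.343 after adjustment over 12 scores). Without *Scnn1g* the difference was -0.25 (exact permutation test, two-sided, *p* = 0.143), and exposure to corticosteroids was therefore not shown to differ between the groups. *Scnn1b*, the gene of another subunit of the same channel, was lower in all 4 *penk*-/- chimeras (log2 fold change -0.45, adjusted *p* = 0.323 with limma), and so was *Klf9* (log2 fold change -0.31, adjusted *p* = 0.339 with limma).

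*Defa30* was not the sole alpha-defensin gene to be lower. *Defa24* had 6.69 ± 5.32 normalized counts in *penk*-/- and 30.5 ± 6.12 in *penk*+/+ chimeras (SD, *n* = 4), and *Defa5*, *Defa17*, *Defa21*, *Defa22* and *Defa26*, all below the filter, had lower means in *penk*-/- chimeras. Reads shared between these near-identical genes cannot be told apart here. *Defa30* correlated with the score of *Defa24*, *Ang4* and *Itln1*, the other Paneth cell genes used when *Mmp7*, which followed *Pbsn*, was left out (r = 0.736, permutation *p* = 0.0361, adjusted 0.065; rho = 0.833, permutation *p* = 0.0154, adjusted 0.0346; r = 0.707 without the 2 most extreme libraries). With *Mmp7* it did not (r = 0.529, permutation *p* = 0.177; rho = 0.19, permutation *p* = 0.665; r = 0.614 without these libraries). It did not follow *Ang4* and *Itln1*, which are not defensins (r = -0.0358, permutation *p* = 0.933; rho = -0.31, permutation *p* = 0.462; r = 0.249 without these libraries). *Lyz1* was similar in the genotypes, with 506 ± 209 and 491 ± 258 normalized counts. The correlation therefore rested on *Defa24*, a defensin that may share reads with *Defa30*, and a varying share of Paneth cells was not shown.

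The paper reports by real-time qPCR, in other mice, cytokine and chemokine mRNA levels that were similar between the genotypes with the exception of TNFα. In the RNA-seq libraries *Tnf* was lower in every *penk*-/- chimera (log2 fold change -1.25, adjusted *p* = 0.403 with limma over all genes). Over the 10 genes of the set the adjusted *p* was 0.0807 with limma. The exact permutation *p* adjusted over the set was 0.286, the lowest value it can take with a single separated gene, so that it cannot tell chance from an effect.

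The paper measured the genes of Supplementary Fig. 8 by qPCR in other and more numerous mice. Of 23 of these genes, 21 were tested here, and the gene measured as ECP was not used here. Of these, 12 were lower and 9 higher in *penk*-/- chimeras, 3 had an unadjusted *p* below 0.05 and 0 an adjusted one, over the list or over all genes. The paper reports reduced levels of *Snai1*, *Fn1*, *Egf*, *Atg16l1* and *Ahr*. In these libraries they had log2 fold changes of 0.32, 0.29, -0.13, 0.14 and 0.06. That of *Egf* had a standard error of 1.12. *Atg16l1* was higher in every *penk*-/- chimera (1451 ± 53.0 against 1318 ± 47.5, SD, *n* = 4, adjusted *p* = 0.488 with limma). Its lowest *penk*-/- value, 1391, was however close to its highest *penk*+/+ value, 1389. With *n* = 4 per genotype, these values cannot decide against the paper's measurements in other mice. Of the antimicrobial genes that the paper reports as reduced, *Ltf* and *Pigr* were lower (log2 fold changes -0.52 and -0.28, adjusted *p* = 0.715 and 0.501 with limma) and *S100a7a* was higher (log2 fold change 0.19, adjusted *p* = 0.796 with limma).

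By flow cytometry in other mice, the paper reports frequencies among colonic CD45+ cells. In *penk*-/- chimeras that of CD4+ T lymphocytes was higher, and those of macrophages/dendritic cells and mast cells were lower. The scores of marker genes in the RNA-seq libraries had other signs, but they refer to RNA of the whole biopsy rather than to CD45+ cells. A score can therefore differ in sign from such a frequency without contradicting it. The CD4 T cell score differed by -0.21 (exact permutation test, two-sided, *p* = 0.429), the macrophage and dendritic cell score by 0.25 (*p* = 0.171, exact permutation) and the mast cell score by 0.28 (*p* = 0.257, exact permutation). In each of the 3 scores the genotypes overlapped. Within the mast cell set, *Cma1* was lower in *penk*-/- chimeras (258 ± 64.3 against 428 ± 129, SD, *n* = 4, log2 fold change -0.72, adjusted *p* = 0.429 with limma), *Kit* changed little (log2 fold change -0.07), and the low-count genes *Cpa3* and *Tpsb2* were higher (log2 fold changes 0.88 and 1.19). With a pseudocount of 8 the mast cell score differed by 0.14. The score used 5 of the 8 listed genes, as *Mcpt2*, *Fcer1a* and *Ms4a2* were below the filter. The higher frequency of IgA-producing plasma cells that the paper reports concerns Peyer's patches and not the colon. In the colon libraries the IgA plasma cell score differed by -0.18 (exact permutation test, two-sided, *p* = 0.714). It ranged widely between mice of a genotype, from -0.99 to 0.74 in *penk*-/- and from -1.07 to 0.92 in *penk*+/+ chimeras. Among its 6 genes, *Derl3* was highest in the libraries with the most *Pbsn*. *Derl3* had 861 normalized counts in *penk*-/- replicate 3 and 711 in *penk*+/+ replicate 4, against 29.6 to 177 in the other libraries. Part of the spread of this score may therefore follow *Pbsn* rather than plasma cells.

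Donor marrow from a knockout line carries DNA of the strain in which the gene was targeted around the deleted locus. Of 53 genes tested within 10 Mb of *Penk*, 10 (18.9%) had an unadjusted *p* below 0.05, against 1832 of 19074 (9.60%) elsewhere (Fisher's exact test, one-sided, *p* = 0.0281). Genes are not independent replicates. When the libraries were split otherwise, 3 of the 35 splits, the real one included, gave as large a ratio of these shares. Strain variants near *Penk* remain a candidate explanation and chance cannot be told apart from it. Such variants could act in marrow-derived cells alone, since the recipients were wild-type. The deletion of *Penk* in the same cells left no visible change of *Penk* in the whole biopsy (log2 fold change -0.03). The share of marrow-derived cells in the RNA of the genes near *Penk* was not measured. Of the 10 genes, named after their values were seen, *Plag1* and *Chchd7* lie close to *Penk* (starts at 3900996 and 3938857 on chromosome 4). The others start between 11144710 and 12232833, and among them *Ccne2*, *Ints8*, *Rbm12b2* and *Gm11847* were higher in *penk*-/- chimeras. *Chchd7* was slightly lower (log2 fold change -0.20, adjusted *p* = 0.463 with limma). *Plag1* was lower in every *penk*-/- chimera, with 33.3, 38.9, 25.4 and 30.9 normalized counts against 70.9, 50.4, 46.0 and 56.6 (log2 fold change -0.78, adjusted *p* = 0.34 with limma). A biological effect of the deletion on these genes was not tested.

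*Duox2*, the gene of an epithelial oxidase, was lower in every *penk*-/- chimera, with 6360 ± 1231 against 11202 ± 1646 normalized counts (SD, *n* = 4, log2 fold change -0.82, adjusted *p* = 0.323 with limma). It was chosen after its values were seen, and the paper does not mention it.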
